# The APC/C^FZY–1/Cdc20^ Complex Coordinates With OMA-1 to Regulate the Oocyte-to-Embryo Transition in *Caenorhabditis elegans*

**DOI:** 10.3389/fcell.2021.749654

**Published:** 2021-10-15

**Authors:** Yabing Hu, Xuewen Hu, Dongchen Li, Zhenzhen Du, Kun Shi, Chenxia He, Ying Zhang, Donglei Zhang

**Keywords:** OMA-1, APC/C, ocyte-to-embryo transition, RNA binding protein, *C. elegans*

## Abstract

During oocyte maturation and the oocyte-to-embryo transition, key developmental regulators such as RNA-binding proteins coordinate translation of particular messenger RNA (mRNAs) and related developmental processes by binding to their cognate maternal mRNAs. In the nematode *Caenorhabditis elegans*, these processes are regulated by a set of CCCH zinc finger proteins. Oocyte maturation defective-1 (OMA-1) and OMA-2 are two functionally redundant CCCH zinc finger proteins that turnover rapidly during the first embryonic cell division. These turnovers are required for proper transition from oogenesis to embryogenesis. A gain-of-function mutant of OMA-1, *oma-1(zu405)*, stabilizes and delays degradation of OMA-1, resulting in delayed turnover and mis-segregation of other cell fate determinants, which eventually causes embryonic lethality. We performed a large-scale forward genetic screen to identify suppressors of the *oma-1(zu405)* mutant. We show here that multiple alleles affecting functions of various anaphase promoting complex/cyclosome (APC/C) subunits, including MAT-1, MAT-2, MAT-3, EMB-30, and FZY-1, suppress the gain-of-function mutant of OMA-1. Transcriptome analysis suggested that overall transcription in early embryos occurred after introducing mutations in APC/C genes into the *oma-1(zu405)* mutant. Mutations in APC/C genes prevent OMA-1 enrichment in P granules and correct delayed degradation of downstream cell fate determinants including pharynx and intestine in excess-1 (PIE-1), posterior segregation-1 (POS-1), muscle excess-3 (MEX-3), and maternal effect germ-cell defective-1 (MEG-1). We demonstrated that only the activator FZY-1, but not FZR-1, is incorporated in the APC/C complex to regulate the oocyte-to-embryo transition. Our findings suggested a genetic relationship linking the APC/C complex and OMA-1, and support a model in which the APC/C complex promotes P granule accumulation and modifies RNA binding of OMA-1 to regulate the oocyte-to-embryo transition process.

## Introduction

Early embryogenesis is a fundamental cellular process during development in metazoans. The specification of early cell fates and developmental patterns are usually determined at this stage. The process of early embryogenesis is governed by maternal mRNA and proteins loaded into eggs during oogenesis (Moore, 2005; Schier, 2007; Farley and Ryder, 2008). Maternal messenger RNA (mRNAs) are translationally repressed when loaded into eggs and their translations are regulated by a set of maternal loaded RNA-binding proteins (Schier, 2007; Rosario et al., 2017). During the oocyte-to-embryo transition, RNA-binding proteins coordinate translation of particular mRNAs and their corresponding developmental processes, such as anterior–posterior axis formation and cell fate specification (Newport and Kirschner, 1982; Edgar and Schubiger, 1986; Powell-Coffman et al., 1996; Oh and Houston, 2017). Shortly after, transcription from the zygotic genome begins and control of embryonic development is shifted from maternal to zygotic gene products. Meanwhile, primordial germ cells (PGCs) are specified during early embryogenesis. PGCs are kept transcriptionally quiescent until they need to proliferate, which also requires maternal supplied factors such as RNA-binding proteins (Forbes and Lehmann, 1998; Dansereau and Lasko, 2008).

The oocyte-to-embryo transition and early embryogenesis is rapid and dynamic in *Caenorhabditis elegans*, which provides a powerful model system to study these processes (Robertson and Lin, 2015). After fertilization, the *C. elegans* zygote undergoes several rounds of asymmetric divisions to produce particular early blastomeres that produce differentiated descendants and germ line cells. Specifically, during the first four rounds of asymmetric divisions, each division generates a somatic blastomere and a germline blastomere, named P_1_, P_2_, P_3_, and P_4_ (Figure 1A; Matova and Cooley, 2001; Rose and Gonczy, 2014). Later, P_4_ divides once to produce the PGCs, Z_2_, and Z_3_ (Wang and Seydoux, 2013). In order to ensure accurate completion of this process, maternal loaded mRNAs and RNA-binding proteins are needed to follow some special spatial and temporal localization patterns. More importantly, these RNA-binding proteins must have the ability to select their own targets from a large variety of maternal mRNAs.

**FIGURE 1:**
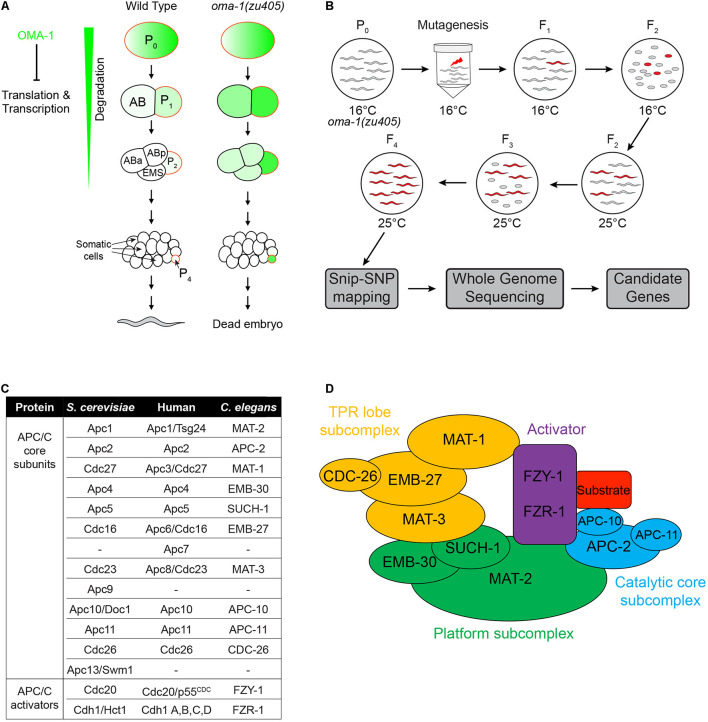
Schematic of the suppressor genetic screen to identify factors involved in OMA-1-regulated early embryogenesis in *C. elegans*. **(A)** Early embryonic development from a 1-cell to an ∼20-cell stage embryo in the wild type and *oma-1(zu405)* mutant, highlighting the expression of OMA-1 in P_0_ and P_1_ cells and delayed degradation in P_2_ and P_4_ cells. **(B)** Suppressor screen schematic. Synchronized *oma-1(zu405)* L4 animals were exposed to the mutagen, and phenotypes were scored in F_3_ and F_4_ at 25°C. Snip-SNP mapping and whole genome sequencing were performed to determine candidate genes. **(C)** Homologs of APC/C genes in *Saccharomyces cerevisiae*, humans, and *C. elegans*. It should be noted that not all homologs of APC/C genes in *S. cerevisiae* and humans are identified in *C. elegans*. **(D)** Schematic structure of the APC/C complex. The APC/C is generally divided into three subcomplexes and one activator.

Previous studies have identified a set of RNA-binding proteins that bind to specific mRNAs in different blastomere cells and at different developmental stages (Lee and Schedl, 2006). Among these RNA-binding proteins, oocyte maturation proteins OMA-1 and OMA-2, two closely related and functionally redundantly CCCH zinc finger proteins, play unique roles in oocyte maturation and the oocyte-to-embryo transition (Detwiler et al., 2001; Kaymak and Ryder, 2013). OMA-1/2 protein expression starts in developing oocytes and peaks in maturated oocytes and newly fertilized eggs. After the first embryonic division, OMA-1/2 proteins are rapidly degraded and are barely detectable in 4-cell stage embryos. Rapid degradation of OMA-1/2 proteins is required to avoid embryonic lethality (Lin, 2003). Degradation of oocyte maturation defective-1 (OMA-1) is regulated by DYRK Kinase MBK-2. During the oocyte-to-embryo transition, MBK-2 directly phosphorylates OMA-1 and promotes rapid turnover of OMA-1 (Shirayama et al., 2006). A gain of function mutation, P240L, in OMA-1 reduces MBK-2’s ability to phosphorylate OMA-1, resulting in increased protein stability and embryonic lethality (Shirayama et al., 2006). OMA-1/2 have been proposed to regulate the oocyte-to-embryo transition by targeting specific maternal mRNAs and repressing their translation (Lin, 2003). Previous studies have identified several targets of OMA-1/2, such as *zif-1* and *nos-2* (Jadhav et al., 2008; Guven-Ozkan et al., 2010). *nos-2* is a *nanos* homolog that is required for development of PGCs (Jadhav et al., 2008), while *zif-1* encodes a subunit of E3 ubiquitin ligase, which is required to restrict downstream cell fate determinants to proper localization through proteolysis (DeRenzo et al., 2003). One direct target of ZIF-1 is pharynx and intestine in excess-1 (PIE-1), another CCCH zinc finger protein, which is an essential germ cell fate determinant and it segregates with the germ cell lineage (DeRenzo et al., 2003). PIE-1 is accumulated in the nuclei of germline blastomeres to inhibit mRNA transcription. Hyper stabilized OMA-1 by the point mutation P240L causes delayed expression of ZIF-1 and abnormal distribution of PIE-1 from only being in germline blastomeres to being in somatic cells (Lin, 2003). Besides PIE-1, other cell fate determinants, including MEX-1, muscle excess-3 (MEX-3), MEX-5, and posterior segregation-1 (POS-1), which are also RNA-binding proteins and essential for embryogenesis, are incorrectly segregated and localized if OMA-1 is not properly degraded during the oocyte-to-embryo transition (Lin, 2003). OMA-1 and OMA-2 not only bind maternal mRNAs to repress translation, but also bind TATA box-binding protein (TBP)-associated factor TAF-4, a component that is essential for assembly of a functional TFIID and RNA polymerase II pre-initiation complex and to sequester TAF-4 in the cytoplasm in P_0_ and P_1_ germline blastomeres (Guven-Ozkan et al., 2008). MBK-2 directed phosphorylation promotes degradation of OMA-1 and allows TAF-4 to enter the nuclei of somatic cells to initiate zygotic transcription (Guven-Ozkan et al., 2008).

Although the key events of OMA-1/2 mediated oocyte maturation and oocyte-to-embryo transition are understood, the molecular mechanisms regulating OMA-1/2-mRNA binding, especially in the situation when OMA-1 is not properly degraded, are poorly understood. In this study, we designed a forward genetic screen to identify suppressors of the gain-of-function mutation P240L in OMA-1 (Lin, 2003). Using this unbiased genetic screen, we discovered that the anaphase promoting complex/cyclosome (APC/C) complex, especially when binding to activator Cdc20, participates in OMA-1 mediated oocyte maturation and the oocyte-to-embryo transition.

The APC/C complex is an E3 ubiquitin ligase that targets proteins for degradation during cell cycles, particularly during mitotic exit and the onset of anaphase (Harper et al., 2002; Peters, 2002, 2006; Satyanarayana and Kaldis, 2009; Pines, 2011). The APC/C complex is a large complex containing 11–13 subunits in different organisms, including a catalytic core of a Cullin subunit Apc2 and a Ring domain protein Apc11. The substrate recognition is specified by the activators Cdc20 and Cdh1 (Deshaies, 1999; Passmore, 2004; Pintard et al., 2004). The main substrate of the APC/C^Cdc20^ complex is securin, whose degradation leads to activation of separase and promotion of anaphase onset (Fang et al., 1999; Lara-Gonzalez et al., 2017), whereas the main substrate of APC/C^Cdh1^ is cyclin B, whose degradation leads to downregulation of CDK activity and is required for mitotic exit (Fang et al., 1998, 1999; Blanco et al., 2000; Listovsky et al., 2000; Lara-Gonzalez et al., 2017). All APC/C subunits are highly conserved from yeast to humans, and the molecular architecture of the APC/C complex has been elucidated recently (Dube et al., 2005; Passmore et al., 2005; Herzog et al., 2009; Uzunova et al., 2012; Primorac and Musacchio, 2013; Chang et al., 2014). Subunits of the APC/C complex can be grouped into three subcomplexes, including the platform, the catalytic core and the tetratricopeptide repeat (TPR) lobe (Figures 1C,D). Functions of APC/C during the oocyte-to-embryo transition have been studied previously, focusing on the release of meiosis arrest at the beginning of the oocyte-to-embryo transition (Marangos et al., 2007; Verlhac et al., 2010; Whitfield et al., 2013). Meiosis arrest happens during oocyte maturation in most animals, mainly because of the presence of cyclin B. The APC/C complex is activated upon fertilization and targets cyclin B for degradation to allow meiosis to proceed (Blanco et al., 2001; Pesin and Orr-Weaver, 2007; Swan and Schupbach, 2007; Radford et al., 2008). However, whether the APC/C complex plays other roles during oocyte maturation and the oocyte-to-embryo transition is still unclear.

In this study, we found that, although OMA-1 is not the direct target of the APC/C complex, the APC/C complex may participate in a pathway that regulates the association between OMA-1 and its cognate mRNA targets. We showed that mutations in multiple APC/C genes suppress embryonic lethality of the *oma-1(zu405)* strain, which has the gain-of-function mutation P240L in OMA-1 to impedes oocyte maturation. Transcriptome analysis of early embryos indicated gene expressions in *oma-1(zu405)* early embryos are similar to the wild type strain after introducing mutations in APC/C genes. We also showed that, although the APC/C complex does not regulate the degradation of OMA-1, it enhances P granule localization of OMA-1, where OMA-1 binds to its mRNA targets. This implies that the APC/C complex may modify the binding ability of OMA-1 to its cognate targets. Finally, proper segregation of some key cell fate determinants, including PIE-1, POS-1, MEX-3, and maternal effect germ-cell defective-1 (MEG-1), are corrected in the *oma-1(zu405)* mutant after introducing mutations in APC/C genes.

## Results

### A Suppressor Genetic Screen to Identify Factors Involved in OMA-1-Regulated Early Embryogenesis

In *oma-1(zu405)* embryos, the C blastomere is transformed to the ethyl methanesulfonate (EMS) blastomere fate at a restrictive temperature, resulting in temperature sensitive embryonic lethality (Figure 1A; Lin, 2003). We performed the suppressor screen to identify mutations rescuing embryonic lethality of the *oma-1(zu405)* strain. During the screen, F2 progenies of EMS/N-ethyl-N-nitrosourea (ENU) treated *oma-1(zu405)* worms were cultured at 25°C to determine whether F3 eggs were hatched or not. All viable F3 worms were collected for further study (Figure 1B). A total of 0.6 × 10^5^ F2s (i.e., 1.2 × 10^5^ genomes) were screened and 23 mutant strains were isolated. We used snip-SNPs as molecular markers to roughly map mutations in different chromosomes, then we performed whole genome sequencing (WGS) for *oma-1(zu405)* and all mutants, and analyzed the mutated genes with reference to the corresponding mapped chromosomes (Figure 1B). By comparing mutated genes in different strains, we identified three strains that had independent mutations in *mat-1*, two strains that had independent mutations in *mat-3*, and four strains that had independent mutations in *fzy-1*. Interestingly, MAT-1, MAT3, and FZY-1 all belong to subunits of the APC/C complex (Kitagawa et al., 2002; Shakes et al., 2003; Garbe et al., 2004). APC/C is a complex that has E3 ubiquitin ligase activity and plays a central role in the metaphase to anaphase transition and chromosome segregation steps during mitosis. To date, 12 subunits have been identified in yeast, 11 subunits have been identified in humans, and 10 subunits have been identified in *C. elegans* (Figure 1C; Furuta et al., 2000; Golden et al., 2000; Davis et al., 2002; Peters, 2002; Rappleye et al., 2002; Shakes et al., 2003; Passmore, 2004; Yeong, 2004; Pines, 2006). These subunits are organized into three functionally related subcomplexes: the platform (MAT-2/Apc1, EMB-30/Apc4, and SUCH-1/Apc5), the TPR lobe (MAT-1/Apc3, EMB-27/Apc6, MAT-3/Apc8, and CDC-26/Cdc26), and the catalytic core (APC-2/Apc2, APC-10/Apc10, and APC-11/Apc-11). There are also two activators, FZY-1/Cdc20 and FZR-1/Cdh1, that determine the target specificity of APC/C (Figure 1D).

### Variation of Mutations in Coding Genes of Subunits of the Anaphase Promoting Complex/Cyclosome Complex as Functional Genetic Alternations in Mutants From Ethyl Methanesulfonate Screens

We next asked whether other genes coding APC/C subunits have mutations in these strains. Eventually we identified one strain that had a mutation in *mat-2* and one strain that had a mutation in *emb-30* (Figure 2A). All mutations we identified in APC/C genes are recessive, since only homozygous, but not heterozygous, mutants suppressed lethality of *oma-1(zu405)*.

**FIGURE 2:**
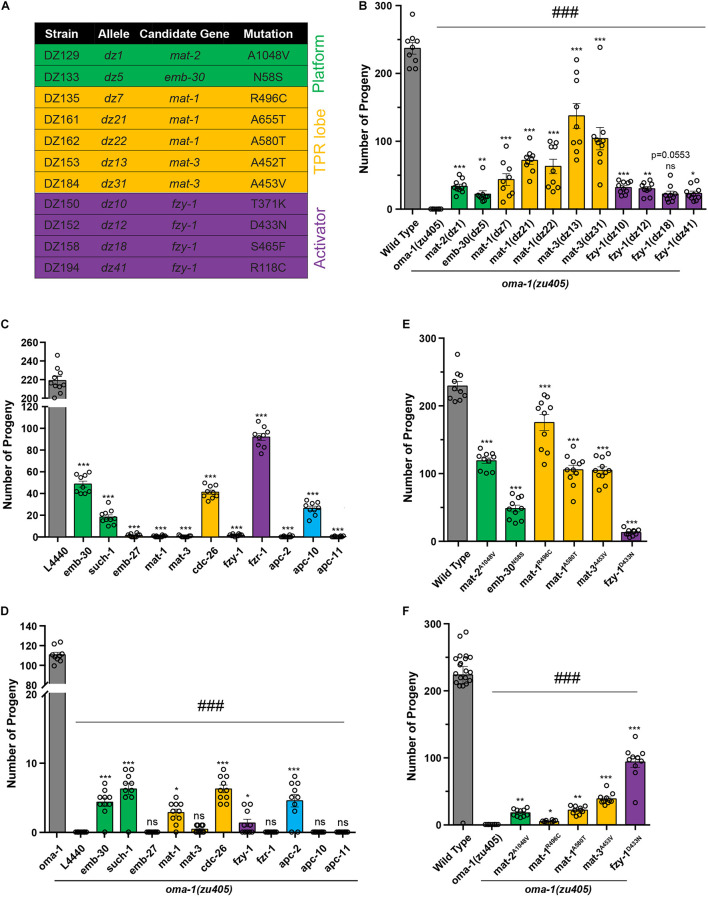
Mutations in APC/C genes suppressed lethality of the *oma-1(zu405)* mutant. **(A)** Summary of potential mutations in APC/C genes identified from the suppressor screen. Genes encoding for platform subunits, TRP lob subunits, and activators are highlighted in green, yellow, and purple, respectively. **(B)** Brood size of mutants identified from the suppressor screen of the *oma-1(zu405)* mutant. **(C)** Brood size of strains treated with RNAi of corresponding APC/C genes in the wild type N2. L4440 expressed an empty RNAi vector, which served as the control. **(D)** Brood size of strains treated with RNAi of corresponding APC/C genes in the *oma-1(zu405)* mutant. L4440 expressed an empty RNAi vector, which served as the control. **(E)** Brood size of strains contacting point mutations in APC/C genes generated by the CRISPR/Cas9 gene editing system. It should be noted that these point mutations were identified in mutants from the suppressor screen. **(F)** Brood size of *oma-1(zu405)* combined with corresponding point mutations in APC/C genes. The results are presented as the average ± S.D. with individual values plotted. *p < 0.05; **p < 0.01; ***, ###*p* < 0.001; ns: not significant. The *p*-values were calculated by 1-way ANOVA followed by Dunnett’s multiple comparisons. *N* = 10–15.

To confirm whether these candidate genes are functional genes that suppress lethality of *oma-1(zu405)*, we performed two sets of experiments and investigated animal viability by scoring brood size: (1) RNAi treatment of candidate genes in *oma-1(zu405)*, and (2) regeneration of exactly the same mutations of candidate genes in *oma-1(zu405)* identified in EMS screens using the clustered regularly interspaced short palindromic repeats (CRISPR)/CRISPR-associated protein 9 (Cas9) gene editing system. We first scored brood size for all strains that contained the APC/C related alleles from our forward genetic suppressor screen (Figure 2B). *oma-1(zu405)* has a very tight phenotype of absolutely no progenies that can escape the lethality phenotype at 25°C (Lin, 2003). Although not all alleles restored the brood size of *oma-1(zu405)* to the wild type, they all suppressed lethality of *oma-1(zu405)* and restored the brood size from ∼20 to ∼140 offspring per animal. When wild type worms were treated with *mat-1*, *mat-2*, *mat-3*, *emb-30*, and *fzy-1* RNAi, we found that knockdown of *mat-1*, *mat-3*, and *fzy-1* caused lethality of wild type worms, while knockdown of *mat-2* and *emb-30* only had a mild effect on the viability of wild type animals (Figure 2C). Previous studies indicate that known alleles of these genes are either lethal or temperature sensitive lethal (Furuta et al., 2000; Golden et al., 2000; Kitagawa et al., 2002), suggesting RNAi of *mat-2* and *emb-30* did not completely deplete functional proteins. To assess RNAi efficiency, we measured mRNA levels of corresponding genes by quantitative real-time PCR (qRT-PCR), and found that, in RNAi treated strains, mRNA levels were knocked down to 15–40% of wild type RNA levels (Supplementary Figure 1A). In addition, we treated a strain expressing OMA-1::GFP (see below) with *oma-1* RNAi, and found that the OMA-1 protein level was reduced to ∼20% of the wild type protein level (Supplementary Figure 1B). We next scored brood size after treating the *oma-1(zu405)* strain with *mat-1*, *mat-2*, *mat-3*, *emb-30*, and *fzy-1* RNAi. We found all RNAi treatments restored fertility in *oma-1(zu405)* to very low levels. RNAi treatment of *emb-30* on *oma-1(zu405)* produced the largest brood size, which was only about 5 (Figure 2D).

Next, we reconstituted exact mutations in the APC/C genes identified in EMS screens by the CRISPR/Cas9 gene editing system. The mutations we regenerated included *mat-1^*R*496*C*^*, *mat-1^*A*580*T*^*, *mat-2^*A*1048*V*^*, *mat-3^*A*453*V*^*, *emb-30^*N*58*S*^*, and *fzy-1^*D*433*N*^* (Supplementary Figure 1C). We first generated these mutations in the wild type N2 background, and we found strains introduced by these mutations had relatively large brood sizes, from the smallest of 12 (*fzy-1^*D*433*N*^*) to the largest of more than 175 (*mat-1^*R*496*C*^*) (Figure 2E). Considering other known mutants of these genes are lethal, these data suggest that mutants we identified contain hypomorph alleles of APC/C genes. We crossed these CRISPR strains with *oma-1(zu405)* and scored brood sizes in double mutants. All regenerated mutations by CRISPR suppressed lethality of *oma-1(zu405)* to similar levels of EMS mutants of corresponding genes (Figure 2F). These results demonstrated that mutations in key APC/C subunits are the basis for the phenotypes observed in the mutants we isolated from the genetic screen.

It should be noted that the CRISPR generated *fzy-1^*D*433*N*^* mutant only had a very small brood size; however, the *fzy-1^*D*433*N*^;oma-1(zu405)* double mutant had a brood size of more than 90. This means that *fzy-1^*D*433*N*^* and *oma-1(zu405)* mutually suppress each other’s lethality phenotype, which further implied that OMA-1-regulated the embryogenesis pathway and this pathway and the APC/C complex have strong genetic interactions.

### Depletion Functions of Other Anaphase Promoting Complex/Cyclosome Subunits Repressed *oma-1(zu405)* Lethality

Since 10 subunits and two activators of APC/C have been identified in *C. elegans*, we asked whether other components of APC/C suppress lethality of *oma-1(zu405)*. We treated *oma-1(zu405)* with RNAi for *apc-2*, *such-1*, *emb-27*, *apc-10*, *apc-11*, *cdc-26*, and *fzr-1*, and then scored brood sizes. We found knockdown of *apc-2*, *such-1*, and *cdc-26* restored the brood size of *oma-1(zu405)* from 0 to around 6, which was very similar to RNAi treatment for APC/C genes identified by genetic screens, while knockdown of other genes, including *emb-27*, *apc-10*, *apc-11*, and *fzr-1*, did not suppress *oma-1(zu405)* (Figures 2C,D). Considering the observation that RNAi treatment of APC/C genes we identified by genetic screen only mildly suppress *oma-1(zu405)*, but hypomorph alleles of these genes efficiently restored viability of *oma-1(zu405)* (Figures 2C,D), we suspected that *apc-2*, *such-1*, and *cdc-26* could also have the same genetic interactions with *oma-1(zu405)*. RNAi of *emb-27* and *apc-11* caused complete lethality of wild type animals, indicating RNAi of these two genes were efficient. Although mRNA levels of *fzy-1* and *apc-10* were reduced to similar mRNAs levels of other APC/C genes after RNAi treatments (Supplementary Figure 1A), we cannot completely rule out that RNAi of *fzr-1* and *apc-10* depleted all function proteins because *fzr-1* RNAi and *apc-10* RNAi animals are not lethal. Among all genes that were investigated, *fzy-1* and *fzr-1* encoded the only two activators of the APC/C complex in *C. elegans*, which were homologs of yeast Cdc20 and Cdh1, respectively (Fay et al., 2002; Kitagawa et al., 2002). The main substrate of APC/C^Cdc20^ is securin, which inhibits separase and prevents chromosome segregation, and the main substrate of APC/C^Cdh1^ is cyclin B, which when removed can promote metaphase to anaphase during mitosis. It is interesting that only mutants of *fzy-1*, but not *fzr-1*, suppressed lethality of *oma-1(zu405)*, indicating the APC/C^Cdc20^ complex plays a particular role in the *oma-1*-regulated oocyte-to-zygote transition and oocyte maturation processes. Since among all mutants of APC/C genes, *fzy-1^*D*433*N*^* restored the brood size of *oma-1(zu405)* the best, we next used *fzy-1^*D*433*N*^* as the representative mutant of APC/C genes in the following studies.

### Depletion of Anaphase Promoting Complex/Cyclosome Subunits Partially Correct Embryonic Transcriptomes in the *oma-1(zu405)* Mutant

To better characterize how mutations in APC/C complex suppress oma-1(zu405) lethality, we investigated transcriptome changes in *fzy-1^*D*433*N*^;oma-1(zu405)* double mutants versus the *oma-1(zu405)* single mutant. For this purpose, we isolated early embryos of corresponding strains, extracted total RNA, and performed mRNA sequencing (mRNA-seq) analysis. 

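Early embryos of 3 genotypes were compared, the wild type strain N2, *oma-1(zu405)* and the *fzy-1(D433N);oma-1(zu405)* double mutant, all kept at 25 °C. Each genotype is described with 3 samples, and 2 libraries per genotype were analysed here. The authors' tables name them A1 and A2 for N2, C1 and C2 for *oma-1(zu405)*, and D1 and D3 for the double mutant, and do not say which replicate each library is. The authors aligned the reads with HISAT2 and counted them on genes with HTSeq, and they deposited whole read counts per gene without normalization. Library A1 held 18815357 counts and A2 held 5973343. In *oma-1(zu405)*, C1 held 17728378 counts and C2 held 3981074. In the double mutant, D1 held 3599426 counts and D3 held 6871410. The 10 genes with the most counts took between 2.97% and 7.54% of the total in the N2 and *oma-1(zu405)* libraries, 4.13% in D3 and 17.5% in D1. Ribosomal RNA genes took 5.98% of the counts in D1 and 0.0525% in D3. Here the counts were normalized by edgeR's TMM method, and each pair of genotypes was compared in a fit of its own libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was tested when at least 2 libraries of the comparison held at least 10 counts of it, and it was called differentially expressed past an adjusted p of 0.05 and a log2 fold change of 2 in either direction. The TMM factors were 1.73 and 1.75 in N2, 0.7004 and 0.677 in *oma-1(zu405)*, 0.450 in D1 and 1.55 in D3, so the choice of scale changes how many genes come out higher or lower. With 2 libraries per genotype, the spread of each gene rests on few values.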

The isolated embryos were all from synchronized early young adults, and almost all were ∼30-cell or earlier stage embryos. We compared transcriptomes of *oma-1(zu405)* and *fzy-1^*D*433*N*^;oma-1(zu405)* to the wild type strain N2. Differentially expressed genes for each comparison were counted and identified by DESeq2. We identified 1,222 mRNAs that were upregulated and 4,656 mRNAs that were downregulated in the *oma-1(zu405)* mutant compared to the wild type N2 strain (| log_2_(fold change)| > 2, *p* < 0.05, Benjamini-Hochberg adjusted *p*-value). 

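In the comparison of *oma-1(zu405)* with N2, 12520 genes were tested, of which 1455 were upregulated and 2824 were downregulated. In one fit of all 6 embryo libraries, which shares one estimate of the spread, no gene passed in either direction, while 1252 genes were higher and 2429 lower past a log2 fold change of 2 at an unadjusted p under 0.05. With total counts in place of TMM, 301 genes were higher and 5091 lower, and the median log2 fold change of all tested genes moved from −0.24 to −1.51. When 10 counts were required in at least 3 of the 4 libraries, 1179 of 10218 genes were higher and 1419 were lower. The authors' deposited table lists 389 genes above and 4301 below a log2 ratio of 2, and 1222 above and 4656 below a log2 ratio of 1, at an adjusted p under 0.05.

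The transcript of *oma-1* itself (WBGene00003864, chromosome IV, 8888976 to 8890999 in WBcel235) stood at 95.95 ± 6.99 normalized CPM (counts scaled by library size) in N2 and 707 ± 60.5 in *oma-1(zu405)* (SD, n = 2 libraries each), a log2 fold change of 2.81 with a standard error of 0.16 (edgeR adjusted p = 2.17e-15). With total counts in place of TMM, the log2 fold change of *oma-1* was 1.55, under the threshold of 2 (edgeR adjusted p = 3.31e-14). For *fzy-1* (WBGene00001511, chromosome II, 5500770 to 5503912), the log2 fold change was 1.29 with a standard error of 0.14 (edgeR adjusted p = 3.65e-09), under the threshold of 2. With total counts in place of TMM it was 0.04 with a standard error of 0.12 and did not pass the adjusted p threshold either (edgeR adjusted p = 0.765). Over the alternatives computed for it, the adjusted p of *fzy-1* ran from 1.06e-21 with DESeq2 to that value. Coordinates were taken by gene identifier from the WBcel235 annotation, as the paper's text names no genome build. Reads of *oma-1* and its paralog *oma-2* could have been split between them in the counting. Both alleles change a residue of the protein, so these levels do not test the genotype labels.

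Among genes with at least 100 counts in every library of the higher group, the largest increases were those of *btb-11* (WBGene00019700, chromosome II, 1023693 to 1024784), F45D11.5 (WBGene00018452, chromosome II, 1001702 to 1002609) and *fbxb-41* (WBGene00019703, chromosome II, 1041318 to 1042327). Neither N2 library held a count of any of the 3 genes. Against the limit of 3 counts that a count of 0 allows, *btb-11* was at least 530.8-fold higher in *oma-1(zu405)*, F45D11.5 at least 416.8-fold higher and *fbxb-41* at least 404.9-fold higher (edgeR adjusted p = 6.51e-21, 1.39e-19 and 2.81e-20). All 3 genes lie in a stretch of 61.2 kb that held 0 counts in both N2 libraries, and they belong to gene families whose reads could be split between copies. The stretch held 845 counts in D1 and 2671 in D3. All 3 genes were also above 0 in the 6 input libraries of the tagged strains described below, which include *oma-1::gfp* without the P240L change. The N2 stock may differ from the other strains in this stretch, so these increases are not shown to be an effect of *oma-1(zu405)*. The largest decreases were those of K01D12.9 (WBGene00010468, chromosome V, 12403956 to 12404644), F37A4.3 (WBGene00018133, chromosome III, 6718570 to 6720503) and D1014.5 (WBGene00017018, chromosome V, 8123684 to 8126814), each at 0 counts in both *oma-1(zu405)* libraries. These were at least 11.9-fold, 11.0-fold and 10.5-fold lower than in N2 (edgeR adjusted p = 2.91e-12, 5.35e-12 and 8.15e-12). Of the 2824 downregulated genes, 998 had at most 3 counts in both *oma-1(zu405)* libraries, so their fold changes are limited by depth.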

Based on the same criteria, mis-regulated expressions of mRNAs were largely corrected to normal levels, with only 266 mRNAs that were upregulated and eight mRNAs that were downregulated in the *fzy-1^*D*433*N*^;oma-1(zu405)* double mutant (Figure 3A). 

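In the comparison of the double mutant with N2, 12684 genes were tested and none was called in either direction by edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 506 genes differed, of which 262 were higher and 167 were lower past a log2 fold change of 2. DESeq2 on the same counts called 267 genes higher and 8 lower. The spread between the libraries differed between genotypes. The biological coefficient of variation estimated by edgeR within each genotype was 0.0820 in N2, 0.121 in *oma-1(zu405)* and 0.770 in the double mutant. Spearman's rho across genes was 0.993 between the N2 libraries, 0.987 between the *oma-1(zu405)* libraries and 0.554 between D1 and D3, and 59.3% of the genes differed between D1 and D3 by more than 1 on the log2 scale. In data simulated with the double mutant's spread, edgeR called none of 200 genes changed by a log2 fold of 3, and DESeq2 called 68.5% of them together with 45 unchanged genes. With the spread of *oma-1(zu405)*, both called all 200, with 0 unchanged genes. When the means of *oma-1(zu405)* were drawn with the double mutant's spread and depth, edgeR made 3395 calls on average over 20 simulations. These simulations therefore do not settle whether the spread hides a change in the double mutant. Without the filter on counts, edgeR called 4.7e+02 genes (rounded) higher and 26 lower among the 21933 genes with at least 1 count. The calls in this comparison therefore depended on the test and on the filter.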

Venn diagrams showed that 192 mRNAs were commonly upregulated in both *oma-1(zu405)* and the *fzy-1^*D*433*N*^;oma-1(zu405)* mutants, while only six mRNAs were commonly downregulated (Figure 3B). These mRNA-seq data indicated mutations in APC/C genes can in general restore the overall disordered transcriptome in the *oma-1(zu405)* mutant to the wild type.

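Since edgeR called no gene in the double mutant, the calls of the comparisons with N2 shared 0 genes in either direction. With DESeq2, 203 genes were higher and 6 were lower in both mutants. With edgeR on every gene with at least 1 count, 329 were higher and 15 lower in both. The authors' deposited tables hold 194 genes above and 6 below a log2 ratio of 1 in both mutants. Across 12361 genes, which are not independent replicates, the log2 differences of the 2 mutants from N2 had a Pearson's r of 0.79. Both comparisons use the same N2 libraries, and in 20 simulations of unchanged groups against these libraries, r was 0.0843 on average and 0.0990 at most, with 0 shared calls in either direction. The correlation fell to 0.57 without library D1, and it was 0.75 without library D3.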

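The change back toward N2 was followed in each library over the genes called in *oma-1(zu405)*, on the scale of log2(normalized CPM + 1), which understates the change of low genes. The 2824 downregulated genes had a median log2 difference from the N2 mean of −1.89 in C1 and −1.93 in C2. In the double mutant, the median was −1.62 in D1 and −0.44 in D3, and 25.4% of these genes lay within 1 log2 unit of N2 in D1 and 89.5% in D3, against 8.64% in C1 and 9.95% in C2. The 1455 upregulated genes had a median of 2.59 in C1, 2.54 in C2, 2.92 in D1 and 0.39 in D3, with 9.48% of them within 1 log2 unit of N2 in D1 and 94.4% in D3, against 0.962% in C1 and 2.199% in C2. The difference between D1 and D3 was larger than the difference between libraries in either of the other genotypes. In the direct comparison of the double mutant with *oma-1(zu405)*, 10477 genes were tested and edgeR called none, with 861 genes at an unadjusted p under 0.05. DESeq2 called 23 genes higher and 2 lower in the double mutant. The paper takes its mRNA-seq data to mean that APC/C mutations can in general bring the transcriptome of *oma-1(zu405)* back to the wild type. Its section heading calls this correction partial.

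**Figure D1:**
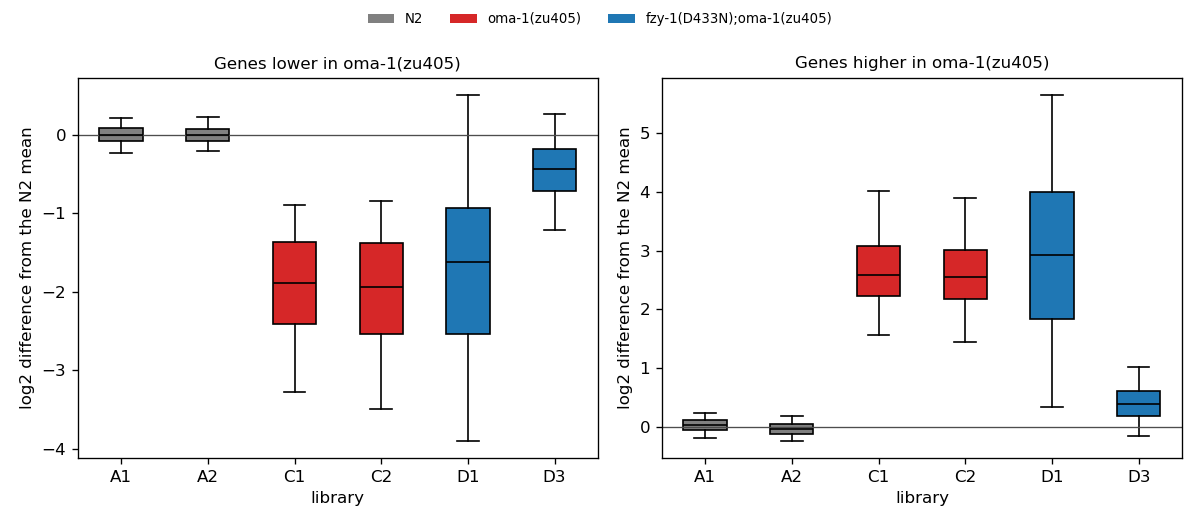
Log2 differences from the N2 mean (vertical axis) of the 2824 genes downregulated (left) and the 1455 genes upregulated (right) in *oma-1(zu405)*, in each of the 6 embryo libraries (horizontal axis). Boxes give the quartiles with the median as a line and whiskers the middle 90% of genes. The medians of D3 lie at −0.44 and 0.39, and those of D1 at −1.62 and 2.92.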

**FIGURE 3:**
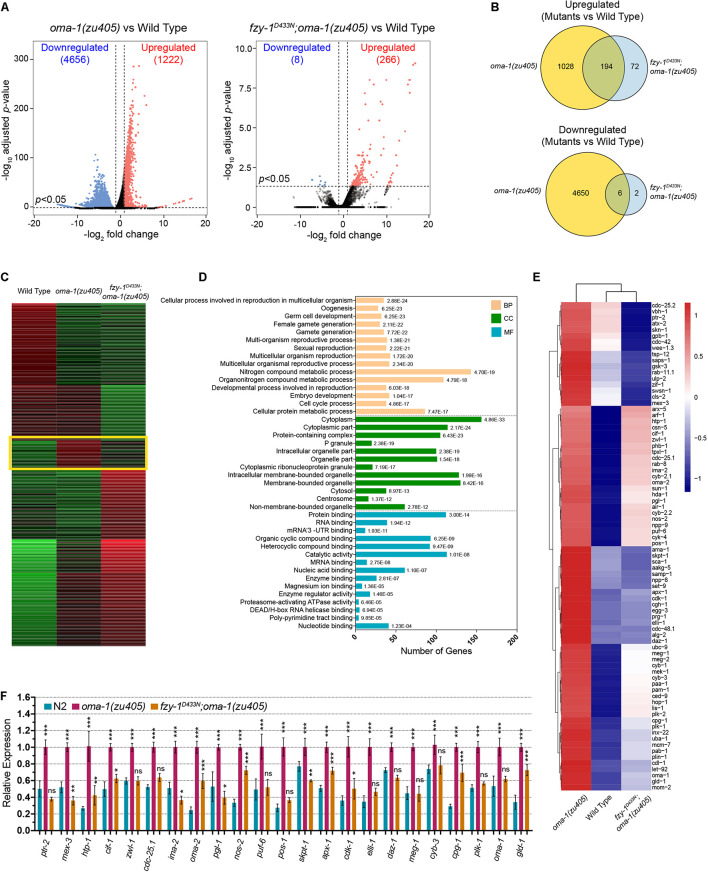
Comparative transcriptome analysis of *oma-1(zu405)*, *fzy-1^*D*433*N*^;oma-1(zu405)*, and the wild type. **(A)** Volcano plots of all differentially expressed genes detected in the mRNA-seq data in *oma-1(zu405)* (left) and *fzy-1^*D*433*N*^;oma-1(zu405)* (right), compared to the wild type. Criteria of deferential expression was | log_2_(fold change)| > 2, and Benjamini-Hochberg adjusted *p*-value < 0.05. **(B)** Venn diagrams depict the number of genes that are upregulated (or downregulated) only in *oma-1(zu405)* or *fzy-1^*D*433*N*^;oma-1(zu405)* or in both. **(C)** *K*-means cluster analysis of differentially expressed genes. The group of genes highlighted in the yellow rectangle show similar expression levels in *fzy-1^*D*433*N*^;oma-1(zu405)* and wild type strains. Expression levels were calculated as RPKM-normalized values. Each row represents a differentially expressed gene. **(D)** GO enrichment analysis of genes within the yellow rectangle in panel **(C)**. Category distribution of the 318 differentially expressed genes is shown for three GO domains: biological process (BP), molecular function (MF), and cellular component (CC). **(E)** The heatmap shows differential expression of 80 genes, which were assigned to the terms of germ cell development, embryo development, protein binding, and RNA binding in panel **(D)**. **(F)** Quantitative real-time PCR measurements of expression levels of selected 23 genes from (E) in the indicated strains. The results are presented as the average ± S.D. *p < 0.05; **p < 0.01; ***p < 0.001; ns: not significant. The *p*-values were calculated by 2-way ANOVA followed by Dunnett’s multiple comparisons.

To better understand our mRNA-seq data, we used *k*-means clustering to assign gene expression levels into groups, and aimed to identify which group of genes were most affected when introducing *fzy-1^*D*433*N*^* into the *oma-1(zu405)* mutant. 

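The genes called by edgeR in either mutant against N2, 4279 in all and every one from the comparison of *oma-1(zu405)* with N2, were grouped by k-means with k = 5 on the mean log2(CPM + 1) of each genotype, centred and scaled per gene. The group with its centre highest in *oma-1(zu405)* held 639 genes, with centres of −0.91 in N2, 1.04 in *oma-1(zu405)* and −0.14 in the double mutant. The size depended on the number of groups, with 639 genes at k = 4 and 381 at k = 6, and it was 449 with RPKM group means. Relative to N2, the median of the 639 genes was 2.44 in *oma-1(zu405)*, 1.74 in library D1 and 0.33 in library D3 of the double mutant. No test was made on the groups. Of the 80 genes shown in Fig. 3E, 59 were among the clustered genes, and all 59 fell in this group. At k = 6, 52 of 59 did, and with RPKM group means 57 of 59 did. With the genes called by DESeq2, 58 of 60 did. The study chose the 80 genes on these same samples, so these counts are not independent evidence.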

One group containing 318 genes was particularly notable, since in this group, expression levels of genes were similar in the wild type and *fzy-1^*D*433*N*^;oma-1(zu405)* mutant, implying expression of this group of genes is best representative of the overall gene expression levels (Figure 3C). We next performed Gene Ontology (GO) enrichment analysis for these 318 genes and determined the most significant terms in biological process (BP), cellular compartment (CC), and molecular function (MF). The terms were ordered from most enriched (up) to least enriched (bottom) in each category (Figure 3D). Interestingly, the terms assigned to biological processes with the most enrichment were involved in germ cells and embryo development; the terms assigned to CCs included protein containing complexes, P granules, and cytoplasmic ribonucleoprotein (RNP) granules; and the terms assigned into CCs were involved in protein and nucleic acid binding, especially mRNA and mRNA 3′UTR binding (Figure 3D). The data from the GO enrichment analysis further implicated mutations in APC/C genes promote normal embryonic development of the *oma-1(zu405)* strain, which may be caused by regulating cellular distributions of OMA-1 and its downstream cell fate determinants, including RNA and transcription factor-binding proteins.

We chose 80 genes that were assigned to the terms of germ cell development, embryo development, protein binding, and RNA binding and drew a heatmap of expression levels of these genes. These genes are among the genes with the most relevant functions during OMA-1-regulated embryogenesis and have the most dramatic differential expression levels, including *zif-1*, *pos-1*, *meg-1*, *meg-2*, and *skn-1*. 

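In *oma-1(zu405)* against N2, *pos-1* (WBGene00004078, chromosome V, 8414086 to 8415254) rose from 228 ± 13.7 to 2551 ± 72.6 normalized CPM (SD, n = 2 libraries each), a log2 fold change of 3.40 with a standard error of 0.17 (edgeR adjusted p = 7.93e-17). The log2 fold change was 2.98 for *meg-1* (WBGene00010492, chromosome X, 13927036 to 13929634; standard error 0.15, edgeR adjusted p = 2.62e-16) and 3.24 for *meg-2* (WBGene00010493, chromosome X, 13922643 to 13926129; standard error 0.18, edgeR adjusted p = 7.51e-16). For *zif-1* (WBGene00006977, chromosome III, 9002779 to 9004839) it was 1.92 with a standard error of 0.16 (edgeR adjusted p = 3.99e-12), under the log2 fold change of 2. *skn-1* (WBGene00004804, chromosome IV, 5651039 to 5660384) had a log2 fold change of 0.93 with a standard error of 0.16 (edgeR adjusted p = 4.85e-06), and with total counts in place of TMM its direction changed to −0.31. On total counts *meg-1* was at 1.73 and *meg-2* at 1.99, under the log2 fold change of 2, while *pos-1* stayed above it at 2.15. In the double mutant against N2, none of the 5 genes passed edgeR's test, with adjusted p-values between 0.643 and 0.855. Library D3 held 327.5 normalized CPM of *pos-1* and D1 held 1144. For *zif-1*, D3 held 45.7 and D1 held 27.2 against 45.2 ± 0.384 in N2. In the direct comparison of the double mutant with *oma-1(zu405)*, *zif-1* had a log2 fold change of −2.13 with an unadjusted p of 0.0128 (edgeR adjusted p = 0.585).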

Again, the heatmap showed that introducing *fzy-1^*D*433*N*^* could change expression levels of these genes in the *oma-1(zu405)* mutant to wild type (Figure 3E). 

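All 80 genes of the heatmap were higher in *oma-1(zu405)* than in N2, with a median log2 fold change of 2.26 and a range from 0.91 to 4.86. Past an adjusted p of 0.05 there were 80 genes over all genes tested and 80 adjusted over the list alone, and 59 of them also passed the log2 fold change of 2. The list was chosen by the study on these samples, so the count over the list is not independent evidence. In the double mutant, all 80 genes were lower than in *oma-1(zu405)*, with a median log2 fold change of −1.51, but none passed an adjusted p of 0.05 over all genes or adjusted over the list alone, and 22 had an unadjusted p under 0.05. Against N2, 66 of the 80 genes were higher in the double mutant with a median of 0.67, and 0 genes passed either adjustment and 0 had an unadjusted p under 0.05. On the log2(normalized CPM + 1) scale this median was 0.66, and with total counts in place of TMM it was −0.39 on that scale. By library, the median relative to N2 was 2.33 in C1, 2.38 in C2, 1.03 in D1 and 0.32 in D3. In D3 all 80 genes lay within 1 log2 unit of N2. In D1, 35 genes did, 40 were higher and 5 were lower.

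**Figure D2:**
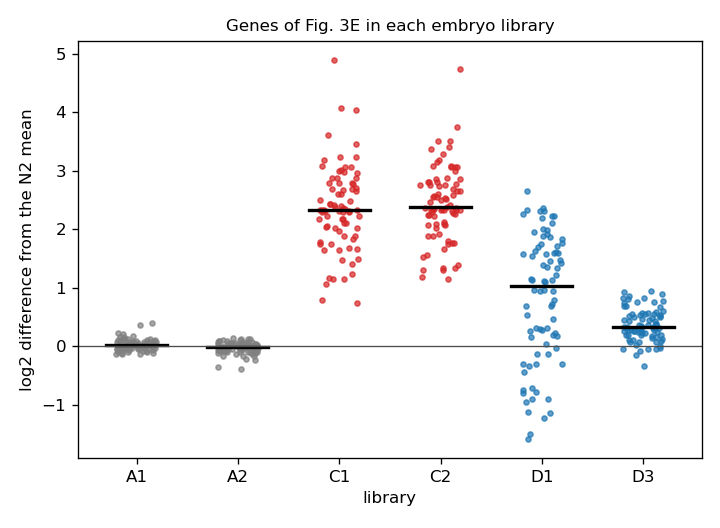
Log2 difference from the N2 mean (vertical axis) of each of the 80 genes of Fig. 3E in the N2 (A1, A2), *oma-1(zu405)* (C1, C2) and double mutant (D1, D3) libraries (horizontal axis), one point per gene, with the median as a line. The points of D3 lie within 1 log2 unit of N2, and those of D1 spread around a median of 1.03.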

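The mRNA-seq values of the 23 genes shown in Fig. 3F, among them *mex-3*, *nos-2*, *pgl-1*, *gld-1* and *cdk-1*, were taken from the fits above. All 23 were higher in *oma-1(zu405)* than in N2, with a median log2 fold change of 2.94 and values from 1.12 for *ptr-2* to 4.86 for *cpg-1*, and 21 of them passed both thresholds. All 23 had an adjusted p under 0.05, adjusted over the list alone as well as over all genes. All 23 were lower in the double mutant than in *oma-1(zu405)* with a median of −1.66. Over all genes tested none passed an adjusted p of 0.05, 1 passed when adjusted over the list alone, and 9 had an unadjusted p under 0.05. The smallest of these, for *elli-1*, was an unadjusted p of 0.00205 at a log2 fold change of −3.56. The median relative to N2 was 1.72 in library D1 and 0.33 in library D3. The quantitative PCR measurements themselves were not analysed here.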

Finally, we chose 23 genes from these 80 genes and performed qRT-PCR to evaluate expression levels. qRT-PCR data confirmed that changes in gene expression levels in *oma-1(zu405)*, *fzy-1^*D*433*N*^;oma-1(zu405)*, and wild type strains were consistent with mRNA-seq data (Figure 3F).

### Depletion of Anaphase Promoting Complex/Cyclosome Subunits Corrected Defects of the OMA-1 Distribution in the *oma-1(zu450)* Mutant

To investigate whether APC/C mutants suppress lethality of *oma-1(zu405)* by regulating cellular distribution of OMA-1, we created *in situ* knock-in strains expressing OMA-1::GFP and OMA-1^P240L^::GFP using the CRISPR/Cas9 gene editing system. Brood size of OMA-1::GFP strain was similar as the untagged strain either in wild type or *oma-2* mutant background, indicating tagging green fluorescent protein (GFP) into C-terminal OMA-1 did not affect OMA-1 function (Supplementary Figure 1D). As in previous studies, OMA-1::GFP accumulated in oocytes and very early embryos and started to be degraded after the first embryonic cell division and disappeared after 4-cell embryos (Figures 4A,B). OMA-1^P240L^::GFP fluorescence was still detected easily in 4-cell embryos and signals in P2 cells were stronger than those in somatic cells. OMA-1^P240L^::GFP fluorescence was eventually only detectable in P4 cells (Figures 4A,B).

**FIGURE 4:**
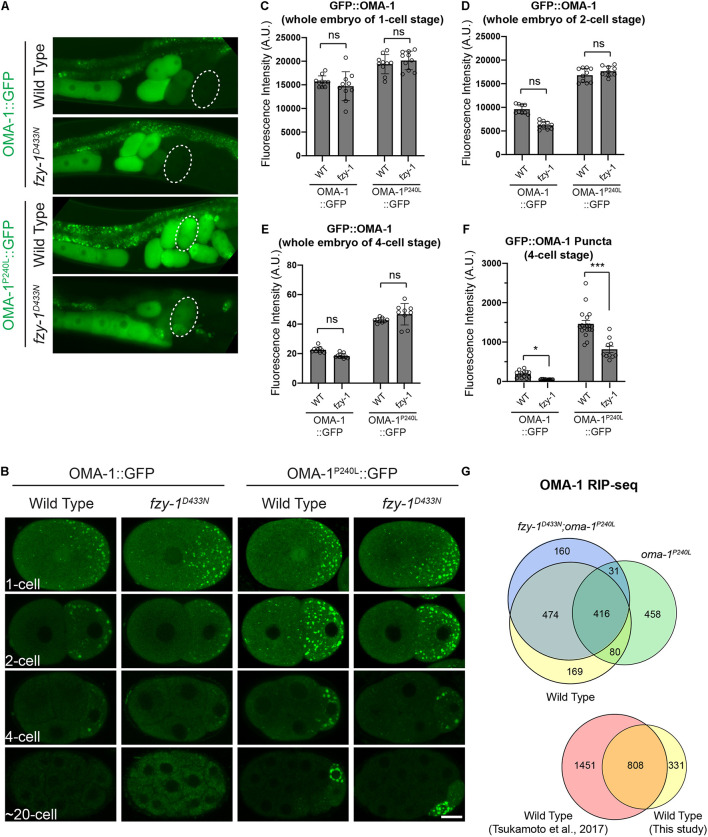
*fzy-1^*D*433*N*^* mutant affected the OMA-1 distribution in early embryos. **(A)** Fluorescent micrographs show the localization of OMA-1::GFP and OMA-1^P240L^::GFP in intact gonads in the wild type and *fzy-1^*D*433*N*^* mutant. 4-cell stage embryos are indicted by dotted white circles. **(B)** Fluorescent micrographs show the localization of OMA-1::GFP and OMA-1^P240L^::GFP in 1-cell, 2-cell, 4-cell, and ∼20-cell stage embryos in the wild type and *fzy-1^*D*433*N*^* mutant. Scale bar: 10 microns. **(C)** Quantification of overall OMA-1::GFP fluorescence in 1-cell stage embryos. **(D)** Quantification of overall OMA-1::GFP fluorescence in 2-cell stage embryos. **(E)** Quantification of overall OMA-1::GFP fluorescence in 4-cell stage embryos. **(F)** Quantification of OMA-1::GFP fluorescence enriched in granules in 4-cell stage embryos. The results are presented as the average ± S.D. with individual values plotted. *p < 0.05; ***p < 0.001. The *p*-values were calculated by 2-way ANOVA followed by Dunnett’s multiple comparisons. *N* = 8–12. **(G)** Above: Venn diagram showing the overlap between OMA-1- and OMA-1^P240L^-associated RNAs in wild type and *fzy-1^*D*433*N*^* mutant with a twofold enrichment cutoff. Bottom: Venn diagram showing the overlap between OMA-1-associated RNAs identified in this study and a previous study (Tsukamoto et al., 2017).

Next, we introduced *fzy-1^*D*433*N*^* into OMA-1::GFP and OMA-1^P240L^::GFP transgenic strains to investigate whether OMA-1^P240L^::GFP is properly degraded in early embryos of the *fzy-1^*D*433*N*^* mutant. To rule out the possibility that introducing *fzy-1^*D*433*N*^* caused changes of overall OMA-1 protein levels, we compared OMA-1::GFP levels in wild type and *fzy-1^*D*433*N*^* embryos at the same developmental stage. By measuring fluorescent signals within whole embryos, we found that *fzy-1^*D*433*N*^* did not affect overall OMA-1 expression at any developmental stages we investigated (Figures 4C–E). We found *fzy-1^*D*433*N*^* mutants affected the distribution of wild type OMA-1::GFP in early embryos (Figures 4A,B). Especially in 2- and 4-cell embryos, OMA-1::GFP was less localized into the puncta-like structure P granules (Figure 4B and see below). Quantification in the 4-cell embryos showed reduced P granule localization was statistically significant (Figure 4F). In addition, OMA-1^P240L^::GFP was also altered when APC/C mutants were introduced. Although OMA-1^*P*240*L*^:GFP fluorescence was still easily detected in 2-, 4-, or 20-cell embryos, its accumulation in P granules was reduced compared to OMA-1^P240L^::GFP in the APC/C wild type cells (Figure 4B and see below).

Previous studies showed that OMA-1 accumulates at P granules in early embryos (Shimada et al., 2006). Considering untranslated maternal mRNAs accumulate at P granules during early embryogenesis (Noble et al., 2008), and OMA-1 binds to maternal mRNA to repress translation, it is reasonable to determine whether the APC/C complex regulates OMA-1 accumulation at P granules. We used mRuby::PGL-1 as the P granule marker, since PGL-1 is a typical component of P granules (Kawasaki et al., 1998). We first confirmed P granule accumulation of OMA-1 by showing that OMA-1::GFP and mRuby::PGL-1 were co-localized at P lineage cells in the wild type embryos (Figures 5A,C). By introducing the *fzy-1^*D*433*N*^* mutant, as we observed above, GFP:OMA-1 accumulated less to mRuby::PGL-1 labeled P granules, and Pearson’s correlation coefficients (PCCs) also indicated the reduction of co-localization between OMA-1::GFP and mRuby::PGL-1 in *fzy-1^*D*433*N*^* mutant (Figures 5A,C). Notably, highly enriched OMA-1^*P*240*L*^:GFP in P cells was also co-localized with mRuby::PGL-1, suggesting OMA-1^P240L^::GFP was indeed accumulated at P granules (Figure 5B). Surprisingly, we did not observe an obvious reduction of co-localization between OMA-1^*P*240*L*^:GFP and mRuby::PGL-1 in *fzy-1^*D*433*N*^* mutant (Figure 5C). It is possible that PGL-1 was also delocalized to P granules in OMA-1^P240L^::GFP genetic background. Another possibility is that mRuby::PGL-1 is overexpressed in this strain (Yang et al., 2014), which does not fully behave like the endogenous PGL-1 under certain circumstances. All the data above indicated APC/C mutants suppress *oma-1(zu405)* not by promoting degradation of OMA-1^P240L^ proteins, but possibly by restricting localization of OMA-1^P240L^ at P granules in early embryos. Less accumulation of OMA-1^P240L^ at P granules may reflect that OMA-1^P240L^ bound to different groups of mRNAs in APC/C mutants.

**FIGURE 5:**
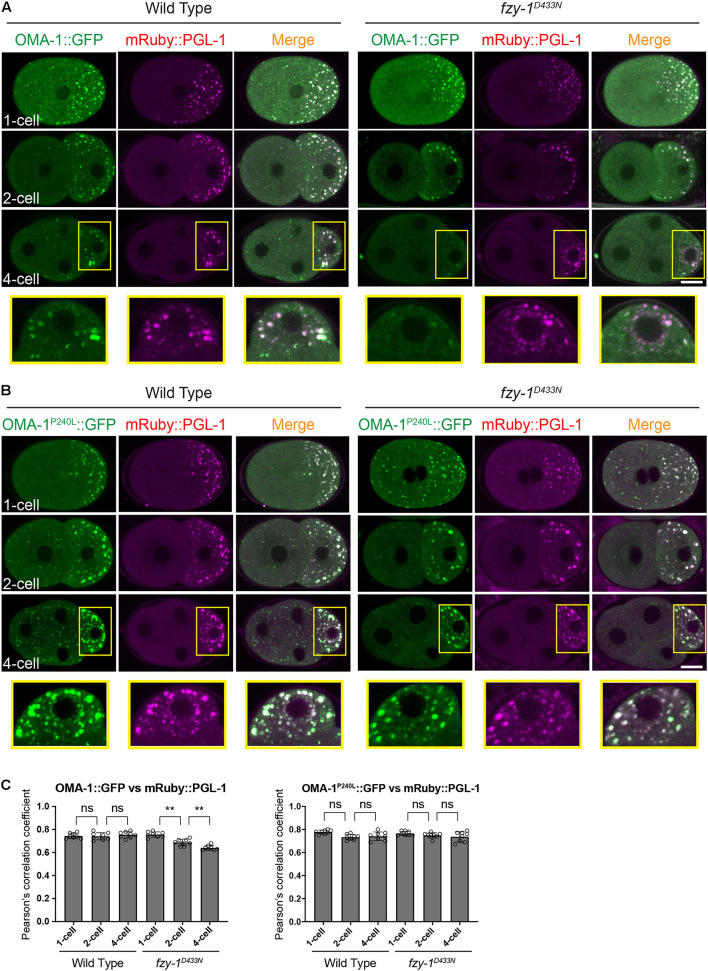
OMA-1::GFP and OMA-1^P240L^::GFP are localized to P granules in early embryos. **(A)** Fluorescent micrographs show the co-localization of OMA-1::GFP and mRuby::PGL-1 in P granules in 1-cell, 2-cell, and 4-cell stage embryos in the wild type and *fzy-1^*D*433*N*^* mutant. Regions within yellow rectangles are enlarged, turned 90 degrees counterclockwise, and displayed at the bottom. **(B)** Fluorescent micrographs show the co-localization of OMA-1^*P*240*L*^:GFP and mRuby::PGL-1 in P granules in 1-cell, 2-cell, and 4-cell stage embryos in the wild type and *fzy-1^*D*433*N*^* mutant. Regions within the yellow rectangles are enlarged, turned 90 degrees counterclockwise, and displayed at the bottom. Scale bar: 10 microns. **(C)** Pearson’s correlation coefficient to evaluate the extent of co-localization between OMA-1::GFP and mRuby::PGL-1. The results are presented as the average ± S.D. **p < 0.01; ns: not significant. The *p*-values were calculated by 2-way ANOVA followed by Dunnett’s multiple comparisons. *N* = 8.

### Depletion of Anaphase Promoting Complex/Cyclosome Subunits Affected Association Between OMA-1 and mRNAs

To investigate whether APC/C complex regulate OMA-1-mRNA association, we immunopurified OMA-1::GFP by GFP nanobody and sequenced OMA-1-associated mRNAs in duplicate from young adults of *oma-1:gfp*, *oma-1^*P*240*L*^:gfp*, and *fzy-1^*D*433*N*^;oma-1^*P*240*L*^:gfp* strains. We also sequenced total RNAs in corresponding strains as input controls. 

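The RIP-seq used young adults of 3 strains, *oma-1::gfp*, *oma-1(P240L)::gfp* and *fzy-1(D433N);oma-1(P240L)::gfp*, grown at 25 °C, with about 100000 animals collected per sample. In RIP-seq the tagged protein is purified with its bound RNA, here with GFP-Trap beads, and the RNA is sequenced beside the total RNA of the same strain. Each strain had 2 RIP libraries and 2 input libraries, 12 in all, and no untagged strain was analysed here. The authors aligned the reads with HISAT2, counted them with HTSeq, computed RPKM values (reads scaled by gene length and library size) and deposited these per gene, on a scale 1000 times larger. The deposited values were divided by 1000 here. They are not counts. Steps between the low values, taken with the annotated gene lengths, give relative depths from 0.358 to 1, and only 42.6% to 46.8% of low values fell on whole reads, so read counts were not recovered. Genes with at least 1 RPKM in at least 2 libraries of a strain were tested on log2(RPKM + 1) with limma and an intensity trend, so a fold change understates the change of low genes. An mRNA was called enriched when it was higher in RIP than in input past a log2 fold change of 1 and an adjusted p of 0.05. No further scaling between libraries was applied in this setting, and the median log2 fold change of all genes was −0.37 in *oma-1::gfp*, −0.34 in *oma-1(P240L)::gfp* and −0.41 in *fzy-1(D433N);oma-1(P240L)::gfp*.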

OMA-1-associated mRNAs were identified using DESeq2 with a cutoff of | log2(fold change)| > 1 and Benjamini-Hochberg adjusted *p*-value < 0.05. Eventually, 1139 mRNAs were identified as OMA-1-associated mRNAs. 

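In *oma-1::gfp*, 9743 mRNAs were tested, and 889 were enriched and 1888 were depleted in the RIP libraries (limma with Benjamini-Hochberg adjustment). Of the settings tried, a log2 fold change tested against 1 itself lowered the enriched count most, to 251. Scaling the libraries to each other raised it, with 1476 enriched and 820 depleted under TMM factors and 1410 and 880 under median-of-ratios factors. Enriched mRNAs were thus 32.0% of the calls without scaling and 64.3% under TMM factors. DESeq2, run on the deposited values rounded before the division, also raised it, to 1885 enriched and 1458 depleted. These are the rounded values named below. They are not read counts, which DESeq2 assumes, so its p-values on them are given for comparison only. The authors' deposited table lists 1139 mRNAs above and 1360 below a log2 ratio of 1.

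Among mRNAs with at least 10 RPKM in both libraries of the higher group, the largest enrichments were those of C46C2.7 (WBGene00045078, chromosome IV, 9194824 to 9196076), ZK686.1 (WBGene00022791, chromosome III, 7773134 to 7773857) and *zip-11* (WBGene00021082, chromosome IV, 3311276 to 3313189), with log2 fold changes of 5.30, 5.09 and 4.78 (limma adjusted p = 9.40e-05 for each). ZK686.1 had 4253 and 4514 RPKM in the RIP libraries and 128.9 and 126 RPKM in the input libraries. The genes *nspc-14* and *nspc-20* were among those with the largest depletion, with log2 fold changes of −4.73 and −4.33 (limma adjusted p = 9.40e-05 and 0.000211), and they belong to a family whose reads could be split between copies. Of 22 genes named in the paper's text, 21 were tested and 3 were enriched, *zif-1*, *oma-1* and *oma-2*. Another 2 were depleted, *mex-1* and *ify-1*, with log2 fold changes of −1.22 and −1.02 (limma adjusted p = 0.00908 and 0.0234). The log2 fold change was 1.68 for *zif-1* (standard error 0.38, limma adjusted p = 0.00963), 1.64 for *oma-1* (standard error 0.31, limma adjusted p = 0.00414) and 1.90 for *oma-2* (standard error 0.36, limma adjusted p = 0.00471). *zif-1* had 213 and 451 RPKM in the RIP libraries and 102 and 91.1 RPKM in the input libraries. Adjusted over the list alone, 4 of the 21 genes were enriched. *nos-2*, which the paper names beside *zif-1* as a target found earlier, was not enriched, at −0.18 (limma adjusted p = 0.704). In *oma-1(P240L)::gfp* and *fzy-1(D433N);oma-1(P240L)::gfp*, *nos-2* was at −0.21 and −0.06 (limma adjusted p = 0.258 and 0.902).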

To validate our analysis, we referred to published OMA-1 RIP-seq data (Tsukamoto et al., 2017), and found that 808/1139 (71%) mRNAs identified in our study were identified as OMA-1-assoicated mRNAs previously (Figure 4G), indicating our OMA-1 RIP-seq analysis was reliable. 

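In *oma-1(P240L)::gfp*, 9761 mRNAs were tested, and 617 were enriched and 2072 were depleted by the same limma test. In *fzy-1(D433N);oma-1(P240L)::gfp*, 10849 were tested, and 992 were enriched and 2279 were depleted. Under TMM factors the enriched counts were 1037 and 1475, and the share of enriched mRNAs among the calls moved from 22.9% to 43.0% in *oma-1(P240L)::gfp* and from 30.3% to 57.3% in *fzy-1(D433N);oma-1(P240L)::gfp*. The largest enrichments in *oma-1(P240L)::gfp* were those of Y57G7A.2 (WBGene00021966, chromosome II, 1296076 to 1296808), ZK686.1 and C35D6.4 (WBGene00007961, chromosome IV, 16350990 to 16351601), with log2 fold changes of 3.69, 3.62 and 3.37 (limma adjusted p = 1.53e-05, 1.53e-05 and 5.45e-05). In *fzy-1(D433N);oma-1(P240L)::gfp* they were those of C46C2.7, ZK686.1 and *zip-11*, with log2 fold changes of 5.06, 4.82 and 4.80 (limma adjusted p = 7.80e-05, 9.74e-05 and 7.80e-05). Among the largest depletions in *oma-1(P240L)::gfp* was *rps-22*, with a log2 fold change of −4.10 (limma adjusted p = 1.53e-05). *oma-2* was enriched in both strains, with log2 fold changes of 1.24 and 1.97, and *oma-1* had 0.95 and 1.77. For *zif-1* the log2 fold change was 0.39 in *oma-1(P240L)::gfp* (standard error 0.21, limma adjusted p = 0.142) and 1.83 in *fzy-1(D433N);oma-1(P240L)::gfp* (standard error 0.36, limma adjusted p = 0.00465). *meg-1* and *meg-2*, chosen after their values were seen, were enriched in *oma-1(P240L)::gfp*, with log2 fold changes of 1.32 and 2.00 (limma adjusted p = 0.000165 and 6.18e-05), while in *fzy-1(D433N);oma-1(P240L)::gfp* *meg-1* was at −0.03 (limma adjusted p = 0.949), a value whose sign changed to 0.37 under TMM factors. *meg-2* was at 0.85 there (limma adjusted p = 0.0956). In *oma-1::gfp*, *meg-1* was at 0.26 and *meg-2* at 1.01 (limma adjusted p = 0.500 and 0.0504), and under TMM factors *meg-2* passed both thresholds in *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1::gfp*, at 1.21 and 1.43. The enrichment of *meg-1* was lower in *fzy-1(D433N);oma-1(P240L)::gfp* than in *oma-1(P240L)::gfp* by a log2 difference of −1.35 (standard error 0.34, limma adjusted p = 0.0315), which passed both thresholds. Under other scalings, pseudocounts and filters, with the replicate block and with DESeq2, this adjusted p ran from 0.000156 with DESeq2 to 0.0544 without a filter, where it did not pass. Between *oma-1(P240L)::gfp* and *oma-1::gfp*, the difference of 1.06 for *meg-1* did not pass (limma adjusted p = 0.0994), but with DESeq2 on the rounded values it did, at 1.07 (adjusted p = 0.000690). For *meg-2* no difference between strains passed by this limma fit.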

Based on the same criteria, 985 and 1081 mRNAs were identified as OMA-1^P240L^-associated mRNAs in the wild type and *fzy-1^*D*433*N*^* mutant, respectively. OMA-1 and OMA-1^P240L^ shared 496 mRNAs (44% of OMA-1- and 50% of OMA-1^P240L^-associated mRNAs), whereas OMA-1 and OMA-1^P240L^ in *fzy-1^*D*433*N*^* background shared 890 mRNAs (78% of OMA-1- and 82% of OMA-1^P240L^-assoicated mRNAs). 

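Here *oma-1::gfp* and *oma-1(P240L)::gfp* shared 310 enriched mRNAs, 34.9% of those of *oma-1::gfp* and 50.2% of those of *oma-1(P240L)::gfp*. *oma-1::gfp* and *fzy-1(D433N);oma-1(P240L)::gfp* shared 746, which are 83.9% and 75.2%. Among genes tested in both strains, chance would give 50.7 and 84.6 shared mRNAs. Each strain has its own input libraries, so these overlaps share no control. Under TMM factors the shared counts were 595 and 1161, and the percentages were 40.3% and 57.4% for the first pair and 78.7% and 78.7% for the second. Over 8905 mRNAs tested in all 3 strains, which are not independent replicates, Pearson's r of the log2 fold changes was 0.70 between *oma-1::gfp* and *oma-1(P240L)::gfp*, 0.94 between *oma-1::gfp* and *fzy-1(D433N);oma-1(P240L)::gfp*, and 0.65 between *oma-1(P240L)::gfp* and *fzy-1(D433N);oma-1(P240L)::gfp*. With each library left out in turn, r stayed between 0.65 and 0.71 for the first pair and between 0.91 and 0.94 for the second. With DESeq2 on the rounded values, r was 0.23 and 0.27 over all mRNAs with a value in both strains, and 0.62 and 0.89 over the 8905 mRNAs.

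**Figure D3:**
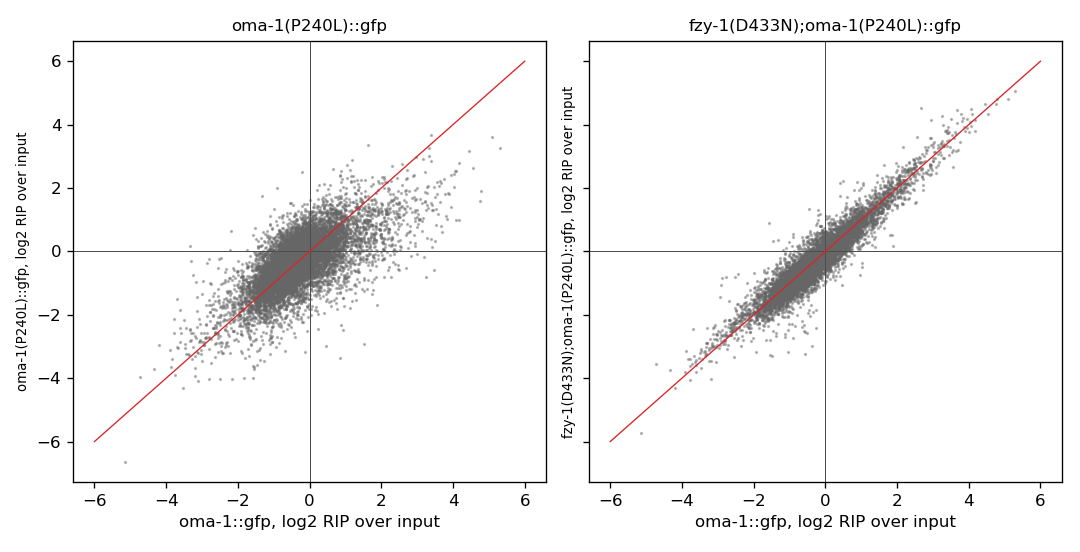
Log2 RIP over input of each mRNA in *oma-1::gfp* (horizontal axis) against *oma-1(P240L)::gfp* (left) and *fzy-1(D433N);oma-1(P240L)::gfp* (right) (vertical axes), one point per mRNA tested in all 3 strains, with the line of equal values in red. Pearson's r is 0.70 on the left and 0.94 on the right.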

Our data indicated that depletion of APC/C subunits affected OMA-1-RNA association, and turned mRNAs associated with OMA-1^P240L^ to be more similar to mRNAs associated with wild type OMA-1. It should be noted that numbers of mRNAs bound to OMA-1 and OMA-1^P240L^ were almost the same, implying that although mutation P240L altered OMA-1 binding affinity to untranslated mRNAs, the overall number of mRNAs bound to OMA-1 was largely unchanged. 

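An mRNA enriched in one strain and not in another is not thereby shown to differ, so the difference of enrichment was tested in one limma fit of all 12 libraries over 11736 mRNAs. Between *oma-1(P240L)::gfp* and *oma-1::gfp*, 148 mRNAs had a higher and 454 a lower enrichment past a difference of 1 and an adjusted p of 0.05. Between *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1(P240L)::gfp*, 688 were higher and 423 lower. Between *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1::gfp*, 1 was higher and 9 were lower. At an unadjusted p under 0.05, 95 and 206 were past a difference of 1. With DESeq2 on the rounded values, the counts were 815 and 1427 for the first pair and 1921 and 901 for the second. For the third pair they were 535 and 312. When the difference was tested against 1 itself, the counts were 2 and 35 for the first pair, 60 and 5 for the second and 0 and 0 for the third, where 13 higher and 49 lower passed at an unadjusted p under 0.05. For *zif-1*, the enrichment was lower in *oma-1(P240L)::gfp* than in *oma-1::gfp* by a log2 difference of −1.28 and higher in *fzy-1(D433N);oma-1(P240L)::gfp* than in *oma-1(P240L)::gfp* by 1.43, and neither difference passed (limma adjusted p = 0.182 and 0.105). With DESeq2 on the rounded values the second was 1.49 and passed (adjusted p = 0.00897), and over the same settings as for *meg-1* its adjusted p ran from this value to 0.182. For *mex-1*, also named in the paper, the log2 fold change in RIP was −1.22 in *oma-1::gfp* and −0.11 in *oma-1(P240L)::gfp*. This difference of 1.11 passed both thresholds (standard error 0.28, limma adjusted p = 0.0447). Between *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1(P240L)::gfp*, the difference of −0.75 for *mex-1* did not pass (limma adjusted p = 0.118). From the larger share of mRNAs in common with *oma-1::gfp* in the *fzy-1(D433N)* background, the paper concludes that loss of APC/C function made the mRNAs associated with OMA-1(P240L) more similar to those of wild type OMA-1.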

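In these fits 617 mRNAs were enriched in *oma-1(P240L)::gfp* and 889 in *oma-1::gfp*. With TMM factors the counts were 1037 and 1476, with median-of-ratios factors 1148 and 1410, and with DESeq2 on the rounded values 1867 and 1885. A log2 fold change threshold of 2 left 79 and 288. Counts past a threshold have no replicate error of their own. Across the 8905 mRNAs tested in all strains, the SD of the log2 fold changes was 0.916 in *oma-1(P240L)::gfp*, 1.01 in *oma-1::gfp* and 1.03 in *fzy-1(D433N);oma-1(P240L)::gfp*.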

Developmental progresses during embryogenesis are largely determined by OMA-1 and OMA-1^P240L^ specifically associated RNAs.

### Depletion of Anaphase Promoting Complex/Cyclosome Subunits Correct Disrupted Distribution of Downstream Cell Fate Determinants of OMA-1, Including PIE-1, POS-1, MEX-3, and MEG-1

During embryogenesis, one of the mRNA targets OMA-1/2 binds to is *zif-1*. Binding of OMA-1/2 represses translation of *zif-1* (Guven-Ozkan et al., 2010). ZIF-1 encodes a subunit of E3 ligase whose direct substrate is PIE-1, an important cell fate determinant that segregates with the germ lineage for germ cell development during embryogenesis (Tenenhaus et al., 1998, 2001). Degradation of PIE-1 in somatic cells is delayed in *oma-1(zu405)* mutant embryos, possibly by delayed expression of ZIF-1. Degradation of several other maternal cell fate determinants, including MEX-1, MEX-3, MEX-5, POS-1, and MEG-1, was also delayed in *oma-1(zu405)* mutant embryos (Lin, 2003). To test whether APC/C mutants suppress delayed degradation of these cell fate determinants in the *oma-1(zu405)* strain, we investigated the distribution of CRISPR-mediated knock-in transgenic PIE-1::GFP, POS-1:GPF, and GFP::MEG-1, and a MosSCI-mediated single copy inserted transgenic GFP::MEX-3 in the *oma-1(zu405)* mutant and double mutants containing mutations of selected APC/C genes.

PIE-1 is a CCCH zinc finger protein that binds to the 3′UTR of maternal mRNAs to serve as an essential regulator of germ cell fate. Previous studies showed that PIE-1 is accumulated at P cells; i.e., germline precursor cells (Tenenhaus et al., 1998; Oldenbroek et al., 2013). We also observed that PIE-1:GFP asymmetrically localized at the posterior pole in 1-cell embryos so that PIE-1::GFP fluorescence in the anterior AB cell was weaker than that in the posterior P1 cell in 2-cell embryos. PIE-1::GFP further accumulated in P1, P2, and P4 cells as granule-like structures and in the nucleus, and at the same time, PIE-1:GFP in the somatic cells (i.e., non-P lineage cells) was rapidly degraded to levels below detection threshold (Figure 6A). On the other hand, in the *oma-1(zu405)* mutant, degradation of PIE-1::GFP in somatic cells was severely delayed, resulting in obvious nuclear located PIE-1::GFP signals in somatic cells at ∼20-cell embryos, although fluorescence in somatic cells was weaker than in P cells (Figure 6A). *fzy-1^*D*433*N*^*, *mat-1^*A*580*T*^*, or *mat-2^*A*1048*V*^* single mutants did not affect the dynamic distribution pattern of PIE-1::GFP in wild type animals. However, in the *oma-1(zu405)* mutant, *fzy-1^*D*433*N*^*, *mat-1^*A*580*T*^*, or *mat-2^*A*1048*V*^* mutants all promoted degradation of PIE-1::GFP to various levels. Specifically, somatic cell accumulation of PIE-1::GFP completely disappeared in *fzy-1^*D*433*N*^;oma-1(zu405)* and *mat-1^*A*580*T*^;oma-1(zu405)* double mutants, but only weak suppression of delayed degradation of PIE-1::GFP was shown in the *mat-2^*A*1048*V*^;oma-1(zu405)* double mutant since trace fluorescence signals were still detectable in some of the soma cells (Figure 6A). It should be noted that PIE-1::GFP only accumulated at the nucleus but not at cytoplasmic granules in somatic cells. The delayed degradation of nuclear PIE-1::GFP in the *oma-1(zu405)* mutant was also suppressed by APC/C mutants.

**FIGURE 6:**
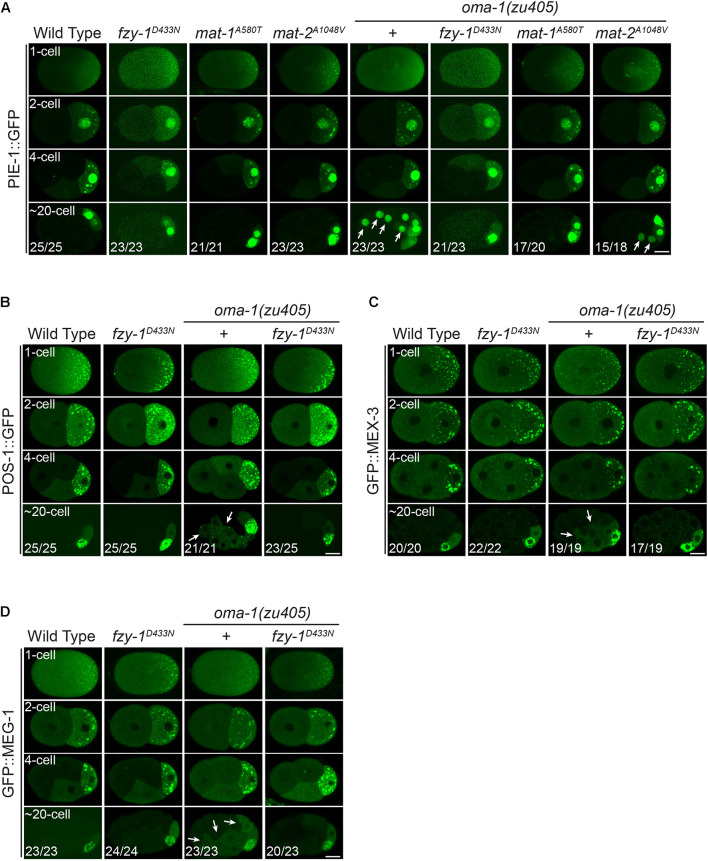
Mutants of APC/C genes correct the disrupted distribution of downstream cell fate determinants of OMA-1 in the *oma-1(zu405)* mutant. **(A)** Fluorescent micrographs show the localization of PIE-1::GFP in 1-cell, 2-cell, 4-cell, and ∼20-cell stage embryos in the wild type, *fzy-1^*D*433*N*^*, *mat-1^*A*580*T*^*, and *mat-2^*A*1048*V*^* mutants, with or without *oma-1(zu405)* in the background. Arrows indicate abnormal localization of PIE-1::GFP in somatic cells. **(B)** Fluorescent micrographs show the localization of POS-1::GFP in 1-cell, 2-cell, 4-cell, and ∼20-cell stage embryos in the wild type and *fzy-1^*D*433*N*^* mutants, with or without *oma-1(zu405)* in the background. Arrows indicate abnormal localization of POS-1::GFP in somatic cells. **(C)** Fluorescent micrographs show the localization of GFP::MEX-3 in 1-cell, 2-cell, 4-cell, and ∼20-cell stage embryos in the wild type and *fzy-1^*D*433*N*^* mutants, with or without *oma-1(zu405)* in the background. Arrows indicate abnormal localization of GFP::MEX-3 in somatic cells. **(D)** Fluorescent micrographs show the localization of GFP::MEG-1 in 1-cell, 2-cell, 4-cell, and ∼20-cell stage embryos in the wild type and *fzy-1^*D*433*N*^* mutants, with or without *oma-1(zu405)* in the background. Arrows indicate abnormal localization of GFP::MEG-1 in somatic cells. All phenotypes in 1-, 2-, and 4-cell embryos were 100% penetrant. Scale bar: 10 microns.

Similar to PIE-1, POS-1 is another CCCH zinc finger protein and cell fate determinant for germ cells, whose proper localization is disrupted in the *oma-1(zu405)* mutant (Lin, 2003; Farley et al., 2008). As with PIE-1::GFP, POS-1::GFP asymmetrically accumulates in granules at the posterior pole of 1-cell embryos, and eventually accumulates at P4 in ∼20-cell embryos after several rounds of asymmetric cell division (Figure 6B). In the *oma-1(zu405)* mutant, POS-1::GFP was still detectable in somatic cells rather than only in P4 in ∼20-cell embryos. Introduction of *fzy-1^*D*433*N*^* in *oma-1(zu405)* eliminated the remaining POS-1::GFP in somatic cells, recovering the defective distribution of POS-1::GFP to the wild type (Figure 6B).

We also investigated two other cell fate determinants; i.e., GFP::MEX-3 and GFP::MEG-1, which are essential for germ cell development. In the wild type, GFP::MEX-3 and GFP::MEG-1 only accumulated at P4 in ∼20-cell embryos after several rounds of asymmetric cell division. In the *oma-1(zu405)* mutant, GFP::MEX-3 and GFP::MEG-1 remained in the somatic cells, and most were cytoplasmic and a small portion accumulated at granules (Figures 6C,D). *fzy-1^*D*433*N*^* could fully remove the abnormal somatic remaining GFP::MEX-3 and GFP::MEG-1 in the *oma-1(zu405)* mutant. In the *fzy-1^*D*433*N*^;oma-1(zu405)* double mutant, localization of GFP::MEX-3 and GFP::MEG-1 behaved as in the wild type animals (Figures 6C,D).

All these results together indicated that disrupting APC/C functions could rescue delayed degradation of downstream cell fate determinants of OMA-1 caused by abnormal prolonged accumulation of OMA-1 protein during embryogenesis in the *oma-1(zu405)* mutant. This further suggested APC/C may regulate the binding ability of OMA-1 to RNAs or to proteins so that even OMA-1 is not degraded properly in the *oma-1(zu405)* mutant; it loses the ability to repress transcription or translation in early embryos. However, we cannot completely rule out the other possibility that APC/C indirectly regulates pathways that could bypass functions of OMA-1 to promote proper embryogenesis.

## Discussion

We report here that from a forward genetic suppressor screen for embryonic lethality of the *oma-1(zu405)* strain, mutations in five APC/C genes, represented by 11 alleles, were isolated (Figure 2A). We expanded our analysis to all APC/C subunits and found that subunits in all subcomplexes of APC/C participate in OMA-1 related oocyte maturation and the oocyte-to-embryo transition, including EMB-30/Apc4 and SUCH-1/Apc5 in the platform, MAT-1/Apc3, and CDC-26/Cdc26 in the TPR lobe, APC-2/Apc2 in the catalytic core, and activator FZY-1/Cdc20. Because depletion of APC/C functions usually cause lethality, we cannot rule out the role of EMB-27/Apc6, MAT-3/Apc8, and APC-11/Apc11 in these developmental processes (Figures 2C,D). One exception is that although depleting APC-10/Apc10 and FZR-1/Cdh1 did not cause lethality, *oma-1(zu405)* was not suppressed under these treatments. This indicated only the activator FZY-1/Cdc20, but not FZR-1/Cdh1, is incorporated in the APC/C complex to regulate early embryogenesis. Subunits from all subcomplexes participating suppression of *oma-1(zu405)* lethality indicates that the intact APC/C complex, but not any particular subunit or subcomplex, is needed to regulate oocyte maturation and the oocyte-to-embryo transition.

Many known alleles of APC/C genes are from screens for phenotypes of either abnormal embryogenesis (*emb* genes) or metaphase-to-anaphase transition defect (*mat* genes). Therefore, these alleles often cause lethality of animals. It should be noted the alleles identified in this study are viable and healthy, indicating they are hypomorph alleles of APC/C genes. Notably, nearly all mutations identified by our screens are located in protein-protein interaction domains of various subunits in APC/C complex. For example, the mutation of the platform subunit EMB-30, N58S, is in the WD40 domain; mutations of the TRP lob subunit MAT-1, R496C, A580T, and R655T, are all in the TRP repeats; mutations of another TRP lob subunit MAT-3, R452T, and A453V, are both in the TRP repeats; mutations of the co-activator subunit FZY-1, T371K, D433N, and S465F, are all in the WD40 domain. This provides a possible explanation that why those alleles are hypomorph. Mutations in theses alleles just affected amino acid residues within protein-protein interaction domains, which may change the overall stability of the APC/C complex and cause perturbation, but not complete depletion, of APC/C functions. APC-2 and APC-11 constitute the core catalytic module, and we did not identify any viable alleles of *apc-2* and *apc-11*, indicating that either any mutations in APC-2 or APC-11 would greatly affect functions of the APC/C complex, or our screen is not saturated. The hypomorph alleles are valuable reagents to study functions and molecular mechanisms of the APC/C complex, especially during the developmental stages of early embryogenesis.

RNA interference (RNAi) treatment of *mat-1*, *fzy-1*, or *apc-2* caused complete lethality in wild type animals, but not in the *oma-1(zu405)* strain, which suggests that, not only depleting the functions of these APC/C genes suppresses lethality of *oma-1(zu405)*, but *oma-1(zu405)* also suppresses lethality of mutations in these APC/C genes (Figures 2C,D). Another example is that the mutant with the hypomorph allele *fzy-1^*D*433*N*^* has a brood size of around 10, but *fzy-1^*D*433*N*^;oma-1(zu405)* has a brood size of more than 90 (Figures 2E,F). Since *oma-1(zu405)* is a gain-of-function allele, these mutual suppression effects may arise from accordant influences on oocyte maturation and the oocyte-to-embryo transition by the APC/C complex and OMA-1. Whether the APC/C complex regulates early embryogenesis through the OMA-1 related pathway needs more investigation, but our results provided some evidence to suggest that the APC/C complex may impair the RNA binding ability of OMA-1 (see below).

Our data showed that OMA-1 and OMA-1^P240L^ were less localized to P granules after introducing mutations in APC/C genes (Figures 4, 5). Previous studies suggested during early embryogenesis, untranslated maternal mRNAs are enriched in P granules and are released from P granules at specific developmental stages to exhibit corresponding functions (Spike et al., 2014; Lee et al., 2020; Parker et al., 2020; Aoki et al., 2021). Since we and others also found OMA-1 is enriched in P granules in 1-, 2-, and 4-cell stage embryos, considering OMA-1 binds to 3′UTR to repress translation of maternal mRNAs, it is reasonable to suggest that OMA-1 and its cognate mRNAs are associated with each other in P granules, and delocalization of OMA-1 from P granules indicates disassociation of OMA-1 from its cognate mRNAs (Figure 7). Our RIP-seq data also support this model. OMA-1 and OMA-1^P240L^ associate with different groups of mRNAs, and depletion of APC/C subunits turned mRNAs associated with OMA-1^P240L^ to be more similar to mRNAs associated with OMA-1. Due to technical difficulties, whole worms, rather than embryos, were used in this study to perform RIP-seq. Further validation of this model may need direct investigation of OMA-1-RNA bindings in defined developmental stage (i.e., 1-, 2-, and 4-cell embryos) during embryogenesis.

**FIGURE 7:**
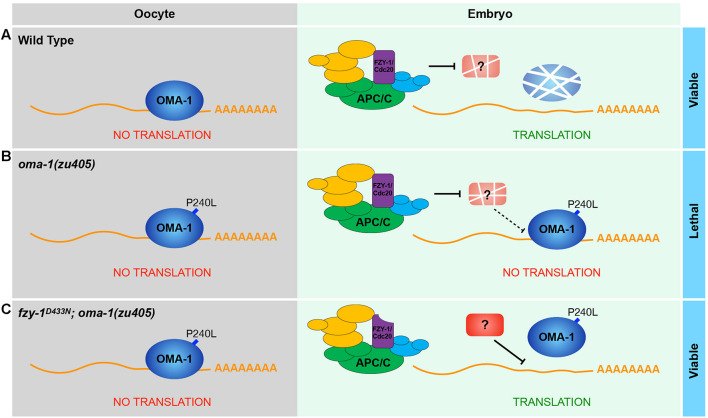
A proposed model to show how APC/C complex and OMA-1 are coordinated to regulate the oocyte-to-embryo transition. **(A)** In the wild type, OMA-1 binds to 3′UTR of its cognate mRNA to repress translation and undergoes rapid turnover in the oocyte-to-embryo transition. Maternal mRNAs can be translated normally in early embryos. **(B)** In the *oma-1(zu405)* mutant, the gain-of-function mutation P240L stabilizes OMA-1, causing OMA-1 continuously binds to its targets and repress their translation in early embryos, which eventually leads to embryonic lethality. **(C)** When the function of APC/C is perturbed (*fzy-1^*D*433*N*^* as an example), its substrates are not degraded. In this situation, P240L mutation still stabilizes OMA-1, however, the association between OMA-1^*P*240*L*^ and mRNA is weakened, which is probably regulated a potential APC/C substrate.

Because the APC/C complex is a E3 ubiquitin ligase that participates in proteasome mediated proteolysis, one key plan is to identify direct targets of the APC/C complex during developmental processes of oocyte maturation and the oocyte-to-embryo transition. Only the APC/C^Cdc20^ complex is involved in these processes, and the well-known target of the APC/C^Cdc20^ complex is securin. Degradation of securin leads to anaphase onset. If securin is the direct substrate of the APC/C^Cdc20^ complex, RNAi treatment of the *fzy-1^*D*433*N*^;oma-1(zu405)* strain with *ify-1*, the gene encoding securin homolog in *C. elegans* (Kitagawa et al., 2002), could switch phenotypes from the *fzy-1^*D*433*N*^;oma-1(zu405)* double mutant to the *oma-1(zu405)* single mutant. However, because RNAi of *ify-1* itself leads to embryos arresting at the one-cell stage [(Kitagawa et al., 2002) and data not shown], it is impossible to test whether securin is the direct substrate of the APC/C^Cdc20^ complex during early embryogenesis. It is possible that OMA-1 has a binding partner that prevents mRNA binding of OMA-1 and is the direct substrate of the APC/C^Cdc20^ complex. We performed OMA-1 immunoprecipitation followed by mass spectrometry. Again, depletion of nearly all potential OMA-1 binding partners caused lethality of animals, which excluded the possibility to direct test whether OMA-1 binding partners can serve as targets of the APC/C^Cdc20^ complex and their roles on OMA-1-RNA binding. Systematic analysis of binding partners and substrates of the APC/C^Cdc20^ complex may be helpful to identify which proteins are direct targets of the APC/C^Cdc20^ complex during OMA-1 regulated oocyte maturation and the oocyte-to-embryo transition.

## Materials and Methods

### *Caenorhabditis elegans* Strains

Animals were grown on standard nematode growth media (NGM) plates seeded with the *Escherichia coli* OP50 strain at 16, 20, or 25°C where indicated. Some of the *C. elegans* strains used in this study were purchased from the Caenorhabditis Genetics Center (CGC). Other strains were obtained through genetic screens or generated by the CRISPR/Cas9 gene editing system in this study. The strains that were used are listed in Supplementary Table 1.

### RNA Interference Treatment

RNA interference experiments were performed as described previously (Timmons and Fire, 1998). Monoclonal bacteria of HT115 (DE3) were inoculated and incubated overnight in LB medium supplemented with 100 μg/mL ampicillin at 37°C. Fresh cultures were seeded on NGM plates supplemented with 100 μg/mL ampicillin and 1 mM IPTG, and incubated at room temperature for 24 h before use. RNAi feeding bacterial strains were obtained from the *C. elegans* RNAi Collection (Ahringer; Source BioScience). L1–L3 stage animals were fed RNAi feed bacteria expressing corresponding double-stranded RNA at the normal culture temperature for 24 h, then shifted to 25°C for phenotype scoring. HT115 (DE3) expressing empty RNAi vector L4440 was used as the control.

### Forward Genetic Suppressor Screen

Forward genetic screens were performed as described (Brenner, 1974). EMS and ENU were combined to serve as mutagens in forward genetic screens (final concentration: 47 mM of EMS and 0.98 mM of ENU). Generally, *oma-1(zu405)* animals were treated with mutagens and mutants that could survive at 25°C were isolated. Synchronized L4 animals of the *oma-1(zu405)* strain were collected and incubated with EMS/ENU mutagens for 4 h at 16°C on a head-to-toe rotator. Animals were recovered and washed with M9 buffer (22 mM KH_2_PO_4_, 42 mM Na_2_HPO_4_, and 86 mM NaCl) five times and cultured at 16°C to adults. Animals were then bleached and synchronized F1s were collected. F1 progeny were cultured at 16°C with a density of around 300 animals per plate. After laying eggs, F1s were washed away with M9 buffer, and only F2 eggs were retained on plates. F2 was transferred to 25°C after reaching the L1 or L2 stage for further culture. Plates with significant amounts of F3 and F4 progenies were retained and mutants from those plates were isolated.

### Mapping and Cloning Candidate Genes Identified From the Suppressor Screen

We first sequenced the *oma-1* locus to exclude any mutation in *oma-1* coding sequences in each mutant strain. Mutants were crossed with the Hawaiian strain CB4856 and the Snip-SNP strategy was used to determine the genetic location of candidate genes, as described previously (Minevich et al., 2012). Next, genomic DNA was extracted from the mutants and *oma-1(zu405)* strain, and WGS was performed. WGS data from mutants and *oma-1(zu405)* were compared using homemade scripts. Combining the methods described above, candidate genes were determined. Reconstruction of candidate mutations were generated by the CRISPR/Cas9 gene editing system to eventually confirm the candidate genes.

### Brood Size Analysis

Single hermaphrodite L4s (P0s) were placed onto individual freshly seeded NGM plates and allowed to grow for 24 h at 25°C. P0 adults were transferred to new NGM plates every 24 h until they no longer laid eggs. All the F1 progeny on each plate were counted. The brood size of each P0 animal was the total sum of F1s for all plates where the P0 animal laid eggs. 10–15 P0 animals were used to calculated the brood size for each strain. Data were analyzed by 1-way ANOVA followed by Dunnett’s multiple comparisons.

### CRISPR/Cas9 Gene Editing

Single guide RNAs (sgRNAs) were designed with the online tool CHOPCHOP.^1^ sgRNA sequences used in this study are listed in Supplementary Table 2. Two strategies were used to obtain sgRNA. (1) The DNA sequences encoding sgRNAs were cloned into pDD162 by overlapping polymerase chain reaction (PCR) using appropriate primers and pDD162 as the PCR template (Dickinson et al., 2013). Overlapping PCR products were inserted into pDD162 linearized with *Spe*I/*Bsr*BI digestion with a ClonExpress Ultra One Step Cloning Kit (Vazyme #C115-01). (2) sgRNAs were synthesized and purified *in vitro* with a HiScribe Quick T7 High Yield RNA Synthesis Kit (New England Biolabs #E2050).

To generate the donor construct for *gfp* knock-in into the *oma-1* locus, 500 bp upstream and downstream DNA of the *oma-1* 3′UTR and GFP coding sequences were amplified by PCR using N2 genomic DNA or plasmids containing GFP coding sequences as templates. Overlapping PCR fragments were linearized with *Hin*dIII/*Kpn*I digestion with a ClonExpress Ultra One Step Cloning Kit (Vazyme #C115-01) and inserted into pUC19. Single-stranded oligonucleotides (ssODN) with 30 bp upstream and 30 bp downstream homology sequences and desired mutations were used as donors to introduce point mutations.

CRISPR experiments were conducted with co-CRISPR or Cas9 RNP strategies (Dokshin et al., 2018). For the co-CRISPR strategy, DNA mixtures were introduced into the germline of *C. elegans* young adults by microinjection. Final concentrations of plasmids in the injection mixtures were as follows: 50 ng/mL of pCCM935 *unc-22* sgRNA, 50 ng/mL of pDD162 Cas9 + sgRNA, 30 ng/mL of pRF4 *rol-6 (dm)* and 50 ng/mL of single-stranded DNA (ssDNA) donor oligo (or 50 ng/mL of plasmid-based donor). F1 twitchers or rollers were isolated, followed by genotyping of the desired mutations. When applicable, transgenic strains were outcrossed to remove *unc-22* mutations. For the RNP strategy, final concentrations of injection components were as follows: 250 ng/mL of Alt-R Cas9 protein (IDT), 100 ng/μL of Alt-R tracrRNA (IDT), and 56 ng/μL of customized Alt-R crRNA (IDT) or 200 ng/μL of customized Alt-R sgRNA (IDT). All components were mixed and incubated at 37°C for 10 min, then 110 ng/μL of ssDNA donor oligo or 200 ng/μL of dsDNA donor and 40 ng/μL of pRF4 *rol-6 (dm)* were added. Injection mixtures were introduced into the germline of *C. elegans* young adults by microinjection. The F1 rollers were isolated and genotyped to identify the desired mutations.

### Fluorescence Microscopy

GFP- and mRuby-tagged fluorescent proteins were visualized in living nematodes or dissected embryos by mounting young adult animals on 2% agarose pads with M9 buffer (22 mM KH_2_PO_4_, 42 mM Na_2_HPO_4_, and 86 mM NaCl) with 10–50 mM levamisole, or mounting one-cell embryos on 2% agarose pads by dissecting gravid hermaphrodites into egg salt buffer (5 mM HEPES pH = 7.4, 118 mM NaCl, 40 mM KCl, 3.4 mM MgCl_2_, and CaCl_2_ 3.4 mM). Fluorescent images were captured using a Zeiss LSM800 confocal microscope with a Plan-Apochromat 63X/1.4 Oil DIC M27 objective.

The quantification of fluorescent puncta (i.e., OMA-1::GFP and OMA-1^P240L^::GFP) was performed using ImageJ. Maximum intensity projections of z-series were obtained. Image thresholds were set manually and fluorescent puncta were selected. Integrated intensity of all puncta in a single embryo was measured and summed together. Images of 8–12 embryos were collected and quantified. Data were analyzed by 2-way ANOVA followed by Dunnett’s multiple comparisons.

The quantification of overall fluorescence of OMA-1::GFP and OMA-1^P240L^::GFP in embryos or germlines was performed using ImageJ. Maximum intensity projections of z-series were obtained. Region of interest (ROIs) was selected and integrated intensity of all pixels within an ROI was measured. Images of 8–12 embryos or germlines were collected and quantified. For quantification of OMA-1::GFP and OMA-1^P240L^::GFP in embryos, data were analyzed by 2-way ANOVA followed by Dunnett’s multiple comparisons. For quantification of OMA-1::GFP in germlines, data were analyzed by student’s *t*-test.

For quantitative co-localization analysis, all image manipulations were performed with ImageJ using the Coloc 2 plugin. PCCs were calculated. Data were analyzed by 1-way ANOVA followed by Dunnett’s multiple comparisons. *N* = 8 for each strains.

### Transcriptome Analysis by mRNA-seq

Synchronized L1 animals were cultured at 25°C until they grew into early young adults, which were then collected and washed with M9 buffer (22 mM KH_2_PO_4_, 42 mM Na_2_HPO_4_, and 86 mM NaCl) several times. Early embryos were obtained by bleaching and washing with M9 buffer five times and ice water for the last time. Total RNA was extracted using the standard method with TRIzol reagent (Invitrogen), and an mRNA library was generated for high throughput sequencing using the VAHTS Universal V8 RNA-seq Library Prep Kit for Illumina (Vazyme #NR605-01). Sequencing reads were generated with an Illumina NovaSeq 6000 system. All trimmed reads were aligned to the reference genome using HISAT2 (Kim et al., 2019). The read counts mapped to each transcript were calculated using HTSeq (Anders et al., 2015), and then normalized to reads per kilobases per million reads (RPKM). The results were used for the analysis of differentially expressed genes. All differentially expressed genes were identified using DESeq2 (Love et al., 2014) with a cutoff of | log_2_(fold change)| > 2 and Benjamini-Hochberg adjusted *p*-value < 0.05. *k*-means clustering analysis of differentially expressed genes was performed using iDEP 0.93^2^ (Ge et al., 2018). GO enrichment analysis of differentially expressed genes was performed with the GO Enrichment Analysis tool at https://www.omicshare.com/tools/.

### RNA Immunoprecipitation Sequencing

A total of 100,000 synchronized young adult animals were frozen in liquid nitrogen and stored at −80°C. Pellets were resuspended in equal volumes of immunoprecipitation buffer [20 mM Tris–HCl pH 7.5, 150 mM NaCl, 2.5 mM MgCl_2_, 0.5% NP-40, 80 U ml^–1^ RNase Inhibitor (Thermo), 1 mM dithiothreitol, and protease inhibitor cocktail without EDTA (Promega)], and grinded in a glass grinder for 8–10 times. The whole grinding process should not exceed 10 min. Lysates were clarified by spinning down at 15000 rpm, 4°C, for 15 min. Supernatants were incubated with the GFP-Trap magnetic agarose beads (ChromoTek) at 4°C for 1 h. Beads were washed with IP wash buffer (20 mM Tris–HCl pH 7.5, 150 mM NaCl, 2.5 mM MgCl_2_, 0.5% NP-40, and 1 mM dithiothreitol) six times, and then resuspended in TBS buffer for RNA extraction. Total RNA was extracted using the standard method with TRIzol reagent (Invitrogen). The mRNA library was generated, sequenced and analyzed as transcriptome analysis by mRNA-seq in this study described above to get RPKM values. RPKM values from IP samples and input samples were used for defining OMA-1-associated mRNAs by DESeq2 (Love et al., 2014) with a cutoff of | log_2_(fold change)| > 1 and Benjamini-Hochberg adjusted *p*-value < 0.05.

### Quantitative Real-Time PCR

RNA was extracted from the early embryos as described above. cDNA was then synthesized using HiScript II Q Select RT SuperMix for qPCR with gDNA wiper (Vazyme #R233-01) according to the manufacturer’s instructions. Real-time PCR was performed on a CFX Connect Thermal Cycler (Bio-Rad) with ChamQ SYBR qPCR Master Mix (Vazyme # Q311-02). Amplification was performed with a two-step reaction at 95°C for 3 min and 40 cycles at 95°C for 15 s and at 60°C for 30 s. A 20 μL PCR mixture included 10 μL ChamQ SYBR qPCR Master Mix, 2 μL primer mix (10 μM each), 3 μL diluted template cDNA, and 5 μL deionized distilled water. The relative fold changes in related genes were normalized to expression levels of actin, and analyzed by 2-way ANOVA followed by Dunnett’s multiple comparisons. Each experiment was repeated four times. The PCR primers used in this study are listed in Supplementary Table 2.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181115.

## Author Contributions

YH carried out the majority of experiments and data analysis. XH conducted the bioinformatics analysis. DL conducted some of the crosses and genotyping. YH, ZD, KS, and CH performed the genetic screens. YH and ZD cloned mutated genes. DZ designed the study and wrote the manuscript. YZ and DZ supervised the work. All authors contributed to manuscript revision, read, and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[B1] AndersS.PylP. T.HuberW. (2015). HTSeq–a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31 166–169. 10.1093/bioinformatics/btu638 25260700PMC4287950

[B2] AokiS. T.LynchT. R.CrittendenS. L.BingmanC. A.WickensM.KimbleJ. (2021). C. elegans germ granules require both assembly and localized regulators for mRNA repression. *Nat. Commun.* 12:996. 10.1038/s41467-021-21278-1 33579952PMC7881195

[B3] BlancoM. A.PelloquinL.MorenoS. (2001). Fission yeast mfr1 activates APC and coordinates meiotic nuclear division with sporulation. *J. Cell Sci.* 114 (Pt 11) 2135–2143.1149364910.1242/jcs.114.11.2135

[B4] BlancoM. A.Sanchez-DiazA.de PradaJ. M.MorenoS. (2000). APC(ste9/srw1) promotes degradation of mitotic cyclins in G(1) and is inhibited by cdc2 phosphorylation. *EMBO J.* 19 3945–3955. 10.1093/emboj/19.15.3945 10921876PMC306614

[B5] BrennerS. (1974). The genetics of *Caenorhabditis elegans*. *Genetics* 77 71–94.436647610.1093/genetics/77.1.71PMC1213120

[B6] ChangL. F.ZhangZ.YangJ.McLaughlinS. H.BarfordD. (2014). Molecular architecture and mechanism of the anaphase-promoting complex. *Nature* 513 388–393. 10.1038/nature13543 25043029PMC4456660

[B7] DansereauD. A.LaskoP. (2008). The development of germline stem cells in *Drosophila*. *Methods Mol. Biol.* 450 3–26. 10.1007/978-1-60327-214-8_118370048PMC2729445

[B8] DavisE. S.WilleL.ChestnutB. A.SadlerP. L.ShakesD. C.GoldenA. (2002). Multiple subunits of the *Caenorhabditis elegans* anaphase-promoting complex are required for chromosome segregation during meiosis I. *Genetics* 160 805–813.1186158110.1093/genetics/160.2.805PMC1461975

[B9] DeRenzoC.ReeseK. J.SeydouxG. (2003). Exclusion of germ plasm proteins from somatic lineages by cullin-dependent degradation. *Nature* 424 685–689. 10.1038/nature01887 12894212PMC1892537

[B10] DeshaiesR. J. (1999). SCF and cullin/ring H2-based ubiquitin ligases. *Annu. Rev. Cell Dev. Biol.* 15 435–467. 10.1146/annurev.cellbio.15.1.435 10611969

[B11] DetwilerM. R.ReubenM.LiX.RogersE.LinR. (2001). Two zinc finger proteins, OMA-1 and OMA-2, are redundantly required for oocyte maturation in *C. elegans*. *Dev. Cell* 1 187–199. 10.1016/s1534-5807(01)00026-011702779

[B12] DickinsonD. J.WardJ. D.ReinerD. J.GoldsteinB. (2013). Engineering the *Caenorhabditis elegans* genome using Cas9-triggered homologous recombination. *Nat. Methods* 10 1028–1034. 10.1038/nmeth.2641 23995389PMC3905680

[B13] DokshinG. A.GhantaK. S.PiscopoK. M.MelloC. C. (2018). Robust genome editing with short single-stranded and long, partially single-stranded DNA donors in *Caenorhabditis elegans*. *Genetics* 210 781–787. 10.1534/genetics.118.301532 30213854PMC6218216

[B14] DubeP.HerzogF.GieffersC.SanderB.RiedelD.MullerS. A. (2005). Localization of the coactivator Cdh1 and the cullin subunit Apc2 in a cryo-electron microscopy model of vertebrate APC/C. *Mol. Cell* 20 867–879. 10.1016/j.molcel.2005.11.008 16364912

[B15] EdgarB. A.SchubigerG. (1986). Parameters controlling transcriptional activation during early *Drosophila* development. *Cell* 44 871–877. 10.1016/0092-8674(86)90009-72420468

[B16] FangG.YuH.KirschnerM. W. (1998). Direct binding of CDC20 protein family members activates the anaphase-promoting complex in mitosis and G1. *Mol. Cell* 2 163–171. 10.1016/s1097-2765(00)80126-49734353

[B17] FangG.YuH.KirschnerM. W. (1999). Control of mitotic transitions by the anaphase-promoting complex. *Philos. Trans. R. Soc. Lond. B Biol. Sci.* 354 1583–1590. 10.1098/rstb.1999.0502 10582244PMC1692672

[B18] FarleyB. M.PaganoJ. M.RyderS. P. (2008). RNA target specificity of the embryonic cell fate determinant POS-1. *RNA* 14 2685–2697. 10.1261/rna.1256708 18952820PMC2590972

[B19] FarleyB. M.RyderS. P. (2008). Regulation of maternal mRNAs in early development. *Crit. Rev. Biochem. Mol. Biol.* 43 135–162. 10.1080/10409230801921338 18365862

[B20] FayD. S.KeenanS.HanM. (2002). fzr-1 and lin-35/Rb function redundantly to control cell proliferation in *C. elegans* as revealed by a nonbiased synthetic screen. *Genes Dev.* 16 503–517. 10.1101/gad.952302 11850412PMC155341

[B21] ForbesA.LehmannR. (1998). Nanos and pumilio have critical roles in the development and function of *Drosophila* germline stem cells. *Development* 125 679–690.943528810.1242/dev.125.4.679

[B22] FurutaT.TuckS.KirchnerJ.KochB.AutyR.KitagawaR. (2000). EMB-30: an APC4 homologue required for metaphase-to-anaphase transitions during meiosis and mitosis in *Caenorhabditis elegans*. *Mol. Biol. Cell* 11 1401–1419. 10.1091/mbc.11.4.1401 10749938PMC14855

[B23] GarbeD.DotoJ. B.SundaramM. V. (2004). *Caenorhabditis elegans* lin-35/Rb, efl-1/E2F and other synthetic multivulva genes negatively regulate the anaphase-promoting complex gene mat-3/APC8. *Genetics* 167 663–672. 10.1534/genetics.103.026021 15238519PMC1470888

[B24] GeS. X.SonE. W.YaoR. (2018). iDEP: an integrated web application for differential expression and pathway analysis of RNA-Seq data. *BMC Bioinformatics* 19:534. 10.1186/s12859-018-2486-6 30567491PMC6299935

[B25] GoldenA.SadlerP. L.WallenfangM. R.SchumacherJ. M.HamillD. R.BatesG. (2000). Metaphase to anaphase (mat) transition-defective mutants in *Caenorhabditis elegans*. *J. Cell Biol.* 151 1469–1482. 10.1083/jcb.151.7.1469 11134076PMC2150685

[B26] Guven-OzkanT.NishiY.RobertsonS. M.LinR. (2008). Global transcriptional repression in *C. elegans* germline precursors by regulated sequestration of TAF-4. *Cell* 135 149–160. 10.1016/j.cell.2008.07.040 18854162PMC2652481

[B27] Guven-OzkanT.RobertsonS. M.NishiY.LinR. (2010). zif-1 translational repression defines a second, mutually exclusive OMA function in germline transcriptional repression. *Development* 137 3373–3382. 10.1242/dev.055327 20826530PMC2947753

[B28] HarperJ. W.BurtonJ. L.SolomonM. J. (2002). The anaphase-promoting complex: it’s not just for mitosis any more. *Genes Dev.* 16 2179–2206. 10.1101/gad.1013102 12208841

[B29] HerzogF.PrimoracI.DubeP.LenartP.SanderB.MechtlerK. (2009). Structure of the anaphase-promoting complex/cyclosome interacting with a mitotic checkpoint complex. *Science* 323 1477–1481. 10.1126/science.1163300 19286556PMC2989460

[B30] JadhavS.RanaM.SubramaniamK. (2008). Multiple maternal proteins coordinate to restrict the translation of *C. elegans* nanos-2 to primordial germ cells. *Development* 135 1803–1812. 10.1242/dev.013656 18417623PMC2573031

[B31] KawasakiI.ShimY. H.KirchnerJ.KaminkerJ.WoodW. B.StromeS. (1998). PGL-1, a predicted RNA-binding component of germ granules, is essential for fertility in *C. elegans*. *Cell* 94 635–645. 10.1016/s0092-8674(00)81605-09741628

[B32] KaymakE.RyderS. P. (2013). RNA recognition by the *Caenorhabditis elegans* oocyte maturation determinant OMA-1. *J. Biol. Chem.* 288 30463–30472. 10.1074/jbc.M113.496547 24014033PMC3798510

[B33] KimD.PaggiJ. M.ParkC.BennettC.SalzbergS. L. (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat. Biotechnol.* 37 907–915. 10.1038/s41587-019-0201-4 31375807PMC7605509

[B34] KitagawaR.LawE.TangL.RoseA. M. (2002). The Cdc20 homolog, FZY-1, and its interacting protein, IFY-1, are required for proper chromosome segregation in *Caenorhabditis elegans*. *Curr. Biol.* 12 2118–2123. 10.1016/s0960-9822(02)01392-112498686

[B35] Lara-GonzalezP.KimT.DesaiA. (2017). Taming the beast: control of APC/C(Cdc20)-dependent destruction. *Cold Spring Harb. Symp. Quant. Biol.* 82 111–121. 10.1101/sqb.2017.82.033712 29133301PMC6374126

[B36] LeeC. S.PutnamA.LuT.HeS.OuyangJ. P. T.SeydouxG. (2020). Recruitment of mRNAs to P granules by condensation with intrinsically-disordered proteins. *Elife* 9:e52896. 10.7554/eLife.52896 31975687PMC7007223

[B37] LeeM. H.SchedlT. (2006). RNA-binding proteins. *WormBook* 18 1–13. 10.1895/wormbook.1.79.1 18050487PMC4781538

[B38] LinR. (2003). A gain-of-function mutation in oma-1, a C. elegans gene required for oocyte maturation, results in delayed degradation of maternal proteins and embryonic lethality. *Dev. Biol.* 258 226–239. 10.1016/s0012-1606(03)00119-212781695

[B39] ListovskyT.ZorA.LaronneA.BrandeisM. (2000). Cdk1 is essential for mammalian cyclosome/APC regulation. *Exp. Cell Res.* 255 184–191. 10.1006/excr.1999.4788 10694434

[B40] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15:550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[B41] MarangosP.VerschurenE. W.ChenR.JacksonP. K.CarrollJ. (2007). Prophase I arrest and progression to metaphase I in mouse oocytes are controlled by Emi1-dependent regulation of APC(Cdh1). *J. Cell Biol.* 176 65–75. 10.1083/jcb.200607070 17190794PMC2063628

[B42] MatovaN.CooleyL. (2001). Comparative aspects of animal oogenesis. *Dev. Biol.* 231 291–320. 10.1006/dbio.2000.0120 11237461

[B43] MinevichG.ParkD. S.BlankenbergD.PooleR. J.HobertO. (2012). CloudMap: a cloud-based pipeline for analysis of mutant genome sequences. *Genetics* 192 1249–1269. 10.1534/genetics.112.144204 23051646PMC3512137

[B44] MooreM. J. (2005). From birth to death: the complex lives of eukaryotic mRNAs. *Science* 309 1514–1518. 10.1126/science.1111443 16141059

[B45] NewportJ.KirschnerM. (1982). A major developmental transition in early Xenopus embryos: I. characterization and timing of cellular changes at the midblastula stage. *Cell* 30 675–686. 10.1016/0092-8674(82)90272-06183003

[B46] NobleS. L.AllenB. L.GohL. K.NordickK.EvansT. C. (2008). Maternal mRNAs are regulated by diverse P body-related mRNP granules during early *Caenorhabditis elegans* development. *J. Cell Biol.* 182 559–572. 10.1083/jcb.200802128 18695046PMC2500140

[B47] OhD.HoustonD. W. (2017). RNA localization in the vertebrate oocyte: establishment of oocyte polarity and localized mRNA assemblages. *Results Probl. Cell Differ.* 63 189–208. 10.1007/978-3-319-60855-6_928779319PMC6538070

[B48] OldenbroekM.RobertsonS. M.Guven-OzkanT.SpikeC.GreensteinD.LinR. (2013). Regulation of maternal Wnt mRNA translation in *C. elegans* embryos. *Development* 140 4614–4623. 10.1242/dev.096313 24131629PMC3817945

[B49] ParkerD. M.WinkenbachL. P.BoysonS.SaxtonM. N.DaidoneC.Al-MazaydehZ. A. (2020). mRNA localization is linked to translation regulation in the *Caenorhabditis elegans* germ lineage. *Development* 147:dev186817. 10.1242/dev.186817 32541012PMC7358130

[B50] PassmoreL. A. (2004). The anaphase-promoting complex (APC): the sum of its parts? *Biochem. Soc. Trans.* 32 (Pt 5) 724–727. 10.1042/BST0320724 15493998

[B51] PassmoreL. A.BoothC. R.Venien-BryanC.LudtkeS. J.FiorettoC.JohnsonL. N. (2005). Structural analysis of the anaphase-promoting complex reveals multiple active sites and insights into polyubiquitylation. *Mol. Cell* 20 855–866. 10.1016/j.molcel.2005.11.003 16364911

[B52] PesinJ. A.Orr-WeaverT. L. (2007). Developmental role and regulation of cortex, a meiosis-specific anaphase-promoting complex/cyclosome activator. *PLoS Genet.* 3:e202. 10.1371/journal.pgen.0030202 18020708PMC2077894

[B53] PetersJ. M. (2002). The anaphase-promoting complex: proteolysis in mitosis and beyond. *Mol. Cell* 9 931–943. 10.1016/s1097-2765(02)00540-312049731

[B54] PetersJ. M. (2006). The anaphase promoting complex/cyclosome: a machine designed to destroy. *Nat. Rev. Mol. Cell Biol.* 7 644–656. 10.1038/nrm1988 16896351

[B55] PinesJ. (2006). Mitosis: a matter of getting rid of the right protein at the right time. *Trends Cell Biol.* 16 55–63. 10.1016/j.tcb.2005.11.006 16337124

[B56] PinesJ. (2011). Cubism and the cell cycle: the many faces of the APC/C. *Nat. Rev. Mol. Cell Biol.* 12 427–438. 10.1038/nrm3132 21633387

[B57] PintardL.WillemsA.PeterM. (2004). Cullin-based ubiquitin ligases: Cul3-BTB complexes join the family. *EMBO J.* 23 1681–1687. 10.1038/sj.emboj.7600186 15071497PMC394240

[B58] Powell-CoffmanJ. A.KnightJ.WoodW. B. (1996). Onset of *C. elegans* gastrulation is blocked by inhibition of embryonic transcription with an RNA polymerase antisense RNA. *Dev. Biol* 178 472–483. 10.1006/dbio.1996.0232 8812143

[B59] PrimoracI.MusacchioA. (2013). Panta rhei: the APC/C at steady state. *J. Cell Biol.* 201 177–189. 10.1083/jcb.201301130 23589490PMC3628523

[B60] RadfordH. E.MeijerH. A.de MoorC. H. (2008). Translational control by cytoplasmic polyadenylation in *Xenopus oocytes*. *Biochim. Biophys. Acta* 1779 217–229. 10.1016/j.bbagrm.2008.02.002 18316045PMC2323027

[B61] RappleyeC. A.TagawaA.LyczakR.BowermanB.AroianR. V. (2002). The anaphase-promoting complex and separin are required for embryonic anterior-posterior axis formation. *Dev. Cell* 2 195–206. 10.1016/s1534-5807(02)00114-411832245

[B62] RobertsonS.LinR. (2015). The maternal-to-zygotic transition in *C. elegans*. *Curr. Top. Dev. Biol.* 113 1–42. 10.1016/bs.ctdb.2015.06.001 26358869

[B63] RosarioR.ChildsA. J.AndersonR. A. (2017). RNA-binding proteins in human oogenesis: balancing differentiation and self-renewal in the female fetal germline. *Stem Cell Res.* 21 193–201. 10.1016/j.scr.2017.04.008 28434825PMC5446320

[B64] RoseL.GonczyP. (2014). Polarity establishment, asymmetric division and segregation of fate determinants in early *C. elegans* embryos. *WormBook* 10 1–43. 10.1895/wormbook.1.30.2 25548889

[B65] SatyanarayanaA.KaldisP. (2009). Mammalian cell-cycle regulation: several Cdks, numerous cyclins and diverse compensatory mechanisms. *Oncogene* 28 2925–2939. 10.1038/onc.2009.170 19561645

[B66] SchierA. F. (2007). The maternal-zygotic transition: death and birth of RNAs. *Science* 316 406–407. 10.1126/science.1140693 17446392

[B67] ShakesD. C.SadlerP. L.SchumacherJ. M.AbdolrasulniaM.GoldenA. (2003). Developmental defects observed in hypomorphic anaphase-promoting complex mutants are linked to cell cycle abnormalities. *Development* 130 1605–1620. 10.1242/dev.00385 12620985PMC1805483

[B68] ShimadaM.YokosawaH.KawaharaH. (2006). OMA-1 is a P granules-associated protein that is required for germline specification in *Caenorhabditis elegans* embryos. *Genes Cells* 11 383–396. 10.1111/j.1365-2443.2006.00945.x 16611242

[B69] ShirayamaM.SotoM. C.IshidateT.KimS.NakamuraK.BeiY. (2006). The conserved kinases CDK-1, GSK-3, KIN-19, and MBK-2 promote OMA-1 destruction to regulate the oocyte-to-embryo transition in *C. elegans*. *Curr. Biol.* 16 47–55. 10.1016/j.cub.2005.11.070 16343905

[B70] SpikeC. A.CoetzeeD.NishiY.Guven-OzkanT.OldenbroekM.YamamotoI. (2014). Translational control of the oogenic program by components of OMA ribonucleoprotein particles in *Caenorhabditis elegans*. *Genetics* 198 1513–1533. 10.1534/genetics.114.168823 25261697PMC4256769

[B71] SwanA.SchupbachT. (2007). The Cdc20 (Fzy)/Cdh1-related protein, Cort, cooperates with Fzy in cyclin destruction and anaphase progression in meiosis I and II in *Drosophila*. *Development* 134 891–899. 10.1242/dev.02784 17251266PMC2787194

[B72] TenenhausC.SchubertC.SeydouxG. (1998). Genetic requirements for PIE-1 localization and inhibition of gene expression in the embryonic germ lineage of *Caenorhabditis elegans*. *Dev. Biol.* 200 212–224. 10.1006/dbio.1998.8940 9705228

[B73] TenenhausC.SubramaniamK.DunnM. A.SeydouxG. (2001). PIE-1 is a bifunctional protein that regulates maternal and zygotic gene expression in the embryonic germ line of *Caenorhabditis elegans*. *Genes Dev.* 15 1031–1040. 10.1101/gad.87620111316796PMC312670

[B74] TimmonsL.FireA. (1998). Specific interference by ingested dsRNA. *Nature* 395:854. 10.1038/27579 9804418

[B75] TsukamotoT.GearhartM. D.SpikeC. A.Huelgas-MoralesG.MewsM.BoagP. R. (2017). LIN-41 and OMA ribonucleoprotein complexes mediate a translational repression-to-activation switch controlling oocyte meiotic maturation and the oocyte-to-embryo transition in *Caenorhabditis elegans*. *Genetics* 206 2007–2039. 10.1534/genetics.117.203174 28576864PMC5560804

[B76] UzunovaK.DyeB. T.SchutzH.LadurnerR.PetzoldG.ToyodaY. (2012). APC15 mediates CDC20 autoubiquitylation by APC/C(MCC) and disassembly of the mitotic checkpoint complex. *Nat. Struct. Mol. Biol.* 19 1116–1123. 10.1038/nsmb.2412 23007861PMC3498062

[B77] VerlhacM. H.TerretM. E.PintardL. (2010). Control of the oocyte-to-embryo transition by the ubiquitin-proteolytic system in mouse and *C. elegans*. *Curr. Opin. Cell Biol.* 22 758–763. 10.1016/j.ceb.2010.09.003 20943362

[B78] WangJ. T.SeydouxG. (2013). Germ cell specification. *Adv. Exp. Med. Biol.* 757 17–39. 10.1007/978-1-4614-4015-4_222872473PMC4966528

[B79] WhitfieldZ. J.ChisholmJ.HawleyR. S.Orr-WeaverT. L. (2013). A meiosis-specific form of the APC/C promotes the oocyte-to-embryo transition by decreasing levels of the Polo kinase inhibitor matrimony. *PLoS Biol.* 11:e1001648. 10.1371/journal.pbio.1001648 24019759PMC3760765

[B80] YangH.VallandinghamJ.ShiuP.LiH.HunterC. P.MakH. Y. (2014). The DEAD box helicase RDE-12 promotes amplification of RNAi in cytoplasmic foci in C. elegans. *Curr. Biol.* 24 832–838. 10.1016/j.cub.2014.01.008 24684930PMC4226741

[B81] YeongF. M. (2004). Anaphase-promoting complex in *Caenorhabditis elegans*. *Mol. Cell Biol.* 24 2215–2225. 10.1128/MCB.24.6.2215-2225.2004 14993261PMC355850

# Supplementary material for: The APC/CFZY–1/Cdc20 Complex Coordinates With OMA-1 to Regulate the Oocyte-to-Embryo Transition in Caenorhabditis elegans
**Source:** Front Cell Dev Biol. 2021 Oct 15;9:749654. doi: 10.3389/fcell.2021.749654
**Supplement:** Supplementary file 2

# The APC/CFZY-1/Cdc20 complex coordinates with OMA-1 to regulate the oocyte-to-embryo transition in *C. elegans*

Table S1. *C. elegans* strains used in this study

| Strain | Genotype                                                 | Method      |
|--------|----------------------------------------------------------|-------------|
| TX20   | <i>oma-1(zu405) IV</i>                                   | CGC         |
| EGD175 | <i>pie-1::gfp III;mex-5(F294N,F339N) IV</i>              | CGC         |
| HCC21  | <i>gfp::mex-3 II</i>                                     | CGC         |
| DG4213 | <i>gfp::meg-1 X</i>                                      | CGC         |
| DG4222 | <i>gfp::pos-1 V</i>                                      | CGC         |
| DZ209  | <i>oma-1::gfp IV</i>                                     | CRISPR/Cas9 |
| DZ471  | <i>oma-1(zu405)::gfp IV</i>                              | CRISPR/Cas9 |
| DZ211  | <i>fzy-1(D433N) II</i>                                   | CRISPR/Cas9 |
| DZ613  | <i>mat-1(A580T) I</i>                                    | CRISPR/Cas9 |
| DZ616  | <i>mat-1(R496C) I</i>                                    | CRISPR/Cas9 |
| DZ624  | <i>mat-2(A1048V) II</i>                                  | CRISPR/Cas9 |
| DZ626  | <i>mat-3(A453V) III</i>                                  | CRISPR/Cas9 |
| DZ692  | <i>emb-30(N58S) III</i>                                  | OUTCROSS    |
| DZ228  | <i>fzy-1(D433N) II;oma-1(zu405) IV</i>                   | CROSS       |
| DZ688  | <i>mat-1(A580T) I;oma-1(zu405) IV</i>                    | CROSS       |
| DZ689  | <i>mat-1(R496C) I;oma-1(zu405) IV</i>                    | CROSS       |
| DZ690  | <i>mat-2(A1048V) II;oma-1(zu405) IV</i>                  | CROSS       |
| DZ691  | <i>mat-3(A453V) III;oma-1(zu405) IV</i>                  | CROSS       |
| DZ230  | <i>fzy-1(D433N) II;oma-1::gfp IV</i>                     | CROSS       |
| DZ481  | <i>fzy-1(D433N) II;oma-1(zu405)::gfp IV</i>              | CROSS       |
| DZ306  | <i>oma-1::gfp mRuby::pgl-1 IV</i>                        | CROSS       |
| DZ307  | <i>fzy-1(D433N) II;oma-1::gfp mRuby::pgl-1 IV</i>        | CROSS       |
| DZ529  | <i>fzy-1(D433N) II;oma-1(zu405)::gfp mRuby::pgl-1 IV</i> | CROSS       |
| DZ530  | <i>oma-1(zu405)::gfp mRuby::pgl-1 IV</i>                 | CROSS       |
| DZ402  | <i>pie-1::gfp III</i>                                    | OUTCROSS    |
| DZ300  | <i>fzy-1(D433N) II;pie-1::gfp III</i>                    | CROSS       |
| DZ360  | <i>pie-1::gfp III;oma-1(zu405) IV</i>                    | CROSS       |
| DZ361  | <i>fzy-1(D433N) II;pie-1::gfp III;oma-1(zu405) IV</i>    | CROSS       |
| DZ403  | <i>gfp::mex-3 II;oma-1(zu405) IV</i>                     | CROSS       |
| DZ469  | <i>fzy-1(D433N) gfp::mex-3 II</i>                        | CRISPR/Cas9 |
| DZ548  | <i>fzy-1(D433N) gfp::mex-3 II;oma-1(zu405) IV</i>        | CROSS       |
| DZ676  | <i>fzy-1(D433N) II;gfp::meg-1 X</i>                      | CROSS       |
| DZ677  | <i>gfp::meg-1 X;oma-1(zu405) IV</i>                      | CROSS       |
| DZ678  | <i>fzy-1(D433N) II;gfp::meg-1 X;oma-1(zu405) IV</i>      | CROSS       |
| DZ679  | <i>fzy-1(D433N) II;gfp::pos-1 V</i>                      | CROSS       |
| DZ680  | <i>gfp::pos-1 V;oma-1(zu405) IV</i>                      | CROSS       |
| DZ681  | <i>fzy-1(D433N) II;gfp::pos-1 V;oma-1(zu405) IV</i>      | CROSS       |
| DZ701  | <i>mat-1(A580T) I;pie-1::gfp III;</i>                    | CROSS       |
| DZ702  | <i>mat-1(A580T) I;pie-1::gfp III;oma-1(zu405) IV</i>     | CROSS       |
| DZ703  | <i>mat-2(A1048V) II;pie-1::gfp III;</i>                  | CROSS       |
| DZ704  | <i>mat-2(A1048V) II;pie-1::gfp III; oma-1(zu405) IV</i>  | CROSS       |

Table S2. Oligonucleotide sequences strains used in this study

How the deposited data were processed for this re-analysis (not part of the article)

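Processed values of 2 experiments were analysed, mRNA-seq of early embryos and RIP-seq of young adults. The labels describe 21 samples, of which 9 are embryo samples in 3 genotypes and 12 are RIP and input samples in 3 strains. The embryo tables hold 2 libraries per genotype, 6 in all, whose names are not tied to the replicates of the labels, so they were used as replicates of their genotype without numbers. A further 32 columns of per-sample values were not used. For the embryos, the authors aligned reads with HISAT2, counted them with HTSeq and deposited whole read counts per gene. The tables hold 47150 genes, of which 46782 have a row in the WBcel235 annotation used here and 43986 a symbol. The N2 columns are present in both tables, and 0 counts differ between them. The tables also hold 259 rows named by a transcript, with 0 counts. The genome build is not named in the paper's text, so coordinates are those of the annotation, matched by gene identifier. For the RIP-seq, the authors deposited RPKM values of 18887 genes, 18553 of them in the annotation and 18012 with a symbol. These lie on a scale 1000 times larger, and they were divided by 1000. The authors also deposited log2 ratios and p-values of their own comparisons, which are printed only as the authors' values. In the embryo tables, the deposited p-values are those of DESeq2 within 2.23e-07. The deposited log2 ratios are not DESeq2's fold changes but ratios of the mean CPM of each genotype, scaled by total counts. Over the genes tested, they differ from such ratios computed here by at most 0.0933 in *oma-1(zu405)* and 0.0469 in the double mutant, while DESeq2's fold changes lie above them by a median of 1.25 and 0.66 on the log2 scale. For these ratios a mean of 0 was set to 0.001 CPM. The deposited ratios of the RIP-seq were not recomputed.

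Embryo counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM, quasi-likelihood test, Benjamini-Hochberg adjustment), each pair of genotypes in its own fit. Thresholds were an adjusted p of 0.05 and a log2 fold change of 2. The design was written for 3 libraries per genotype. With 2 libraries per genotype, genes with at least 10 counts in at least 2 libraries were tested, a choice settled with the counts of both filters known, and the filter on 3 libraries is an alternative. The RIP-seq design assumed counts. As the values are RPKM, limma 3.58.1 on log2(RPKM + 1) with an intensity trend was used in its place, for mRNAs with at least 1 RPKM in at least 2 libraries, with a log2 fold change of 1. Differences of enrichment were tested in one limma fit of all 12 libraries. Gene sets were tested with camera at a correlation of 0.01, with an estimated correlation and with fry. DESeq2 1.42.0 was an alternative. For the RIP-seq it was run on the deposited values before the division, rounded to whole numbers. These are not read counts, which DESeq2 assumes, so its p-values there are given for comparison only. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.

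The named genes are those the paper names and, in each direction of a comparison, the 3 with the largest fold change past both thresholds among genes whose replicates do not overlap and with at least 100 counts in each library of the higher group. For RIP-seq a minimum of 10 RPKM took the place of 100 counts once the unit was known. *nos-2* was left out of the RIP settings after its values were seen, since they lie near 0, though all 3 were below 0 in the main fits. *meg-1* and *meg-2* were added after their values were seen. Members without a symbol are not named. The lists of genes of Fig. 3E (80) and Fig. 3F (23), the genes named in the text (22) and 6 marker lists were fixed before the data were examined.

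Embryo libraries held between 3599426 and 18815357 counts. The limit that a count of 0 allows (3 counts) was between 0.159 and 0.833 CPM, and it covers counting error only. The scripts were tested on simulated data with 200 changed genes. edgeR and DESeq2 recovered 100% with the spread of *oma-1(zu405)*. With the spread of the double mutant, edgeR recovered 0% and DESeq2 68.5% with 45 false calls. limma recovered 100% in *oma-1::gfp* and *oma-1(P240L)::gfp* and 95.5% of differences of enrichment. The fitted median absolute log2 fold change of these changed genes was 2.04, 2.00 and 2.03 in this order, well past the threshold of 1. Each simulation drew all genes with 1 common spread. These shares therefore do not give the recovery of changes near the threshold or of genes with a larger spread. Comparisons against the shared N2 libraries were set beside 20 simulations of unchanged groups, and lists beside 10000 random lists. GO terms, the quantitative PCR and published lists of OMA-1 targets were not analysed here. With 2 libraries per group, no count of other splits of the samples was made.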

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

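The tests of paralogs and of a strain difference on chromosome II, of spermatogenic genes and of depth in the inputs, and of sperm content in the comparison of enrichments were chosen only after the result was seen.

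The enrichment of mRNAs differed between strains in a test of the difference itself. Between *oma-1(P240L)::gfp* and *oma-1::gfp*, 148 mRNAs had a higher and 454 a lower enrichment, and between *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1(P240L)::gfp* 688 were higher and 423 lower. Between *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1::gfp*, 1 was higher and 9 were lower, with 95 and 206 at an unadjusted p under 0.05. With DESeq2 on the rounded values, this last pair had 535 higher and 312 lower. Several technical explanations were tested for the smaller overlap of *oma-1(P240L)::gfp* with *oma-1::gfp*. Weaker enrichment overall would leave ranked lists alike, but among lists of the 889 most enriched mRNAs *oma-1(P240L)::gfp* shared 436 with *oma-1::gfp* and *fzy-1(D433N);oma-1(P240L)::gfp* shared 746, where chance gives 88.8. Noise in *oma-1(P240L)::gfp* is argued against by an r of 0.879 between its replicates, with 0.823 and 0.855 in *oma-1::gfp* and *fzy-1(D433N);oma-1(P240L)::gfp*. Over the mean of all 6 inputs, r with *oma-1::gfp* was 0.649 for *oma-1(P240L)::gfp* and 0.895 for *fzy-1(D433N);oma-1(P240L)::gfp*. After the trends with exon and 3′ UTR length were taken out, r was 0.692 against 0.949, over 8428 genes. Without genes of the spermatogenic class, it was 0.6997 against 0.948, over 8353 genes. GC content was not tested, and the paper's text names no library batch, so these stay open. The *fzy-1* mutation and the P240L change are differences that the design names, and one of them may underlie the pattern, as a hypothesis found and tested on the same data.

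The input libraries, which serve the paper as a background, differed between strains. *oma-1(P240L)::gfp* had 348 mRNAs higher and 206 lower than *oma-1::gfp*, and *fzy-1(D433N);oma-1(P240L)::gfp* had 541 higher and 57 lower. Of a list of 43 sperm genes, 40 were tested, and 29 were higher in *oma-1(P240L)::gfp* and 39 in *fzy-1(D433N);oma-1(P240L)::gfp* than in *oma-1::gfp*. Their median was 0.878 and 0.995 RPKM in the *oma-1::gfp* inputs, 7.42 and 7.02 RPKM in *oma-1(P240L)::gfp*, and 62.2 and 33.4 RPKM in *fzy-1(D433N);oma-1(P240L)::gfp*. Of the list, 20 genes had at least 1 RPKM on average in *oma-1::gfp*, so these worms express part of it. The genes with the highest values were *msp-36*, *msp-81* and *msp-77*, members of a family whose reads could be split between copies. *msp-36* had 1.93 and 3.68 RPKM in *oma-1::gfp* and 145 and 67.2 RPKM in *fzy-1(D433N);oma-1(P240L)::gfp*. Of the genes called in *fzy-1(D433N);oma-1(P240L)::gfp*, 33 had at least 10 RPKM there. They were chosen for higher values there, so this count does not test depth. The relative depth was 0.987 and 1 in the *oma-1::gfp* inputs and 0.730 and 0.611 in those of *fzy-1(D433N);oma-1(P240L)::gfp*. A lower depth in *oma-1::gfp* is thus argued against as the cause of the lower values there. Genes of the spermatogenic class made up 47.1% of the mRNAs higher in *fzy-1(D433N);oma-1(P240L)::gfp* than in *oma-1::gfp*, against 9.19% of those tested. Over all 1078 genes of this class, the median log2 difference from *oma-1::gfp* was 0.14 in *oma-1(P240L)::gfp* and 0.38 in *fzy-1(D433N);oma-1(P240L)::gfp*, far less than over the list, where it was 1.96 and 4.49. A candidate explanation is a larger share of spermatogenic transcripts in these worms. A difference in age, temperature history or number of worms with sperm cannot be separated from the genotype here. The medians of the other lists in *fzy-1(D433N);oma-1(P240L)::gfp* against *oma-1::gfp* were 0.21 for embryonic differentiation, 0.11 for early zygotic genes, 0.06 for germline and maternal genes, 0.20 for adult soma and yolk, and −0.10 for cuticle collagens, with 0 genes called. In *oma-1(P240L)::gfp* against *oma-1::gfp* they were −0.29 (1 gene lower), −0.18, −0.10, −0.50 and 0.41 (7 collagens higher and 1 lower), and in *fzy-1(D433N);oma-1(P240L)::gfp* against *oma-1(P240L)::gfp* 0.47 (6 genes higher), 0.22 (1 higher), 0.10, 0.52 (1 higher) and −0.55 (1 collagen higher and 6 lower).

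In the embryos, 8 adjacent expressed genes on chromosome II had 0 counts in both N2 libraries and at least 10 in each mutant library, out of 7182 genes with at least 10 counts in every mutant library. They are *fbxc-39*, *fbxc-42*, *fbxb-30*, F45D11.5, *btb-11*, *fbxb-41*, *fbxb-45* and *fbxb-40*, which were chosen after their values were seen, and lie between 988737 and 1049949. The 23 genes of the tables in this stretch held 0 counts in A1 and in A2, and 6692, 1431, 845 and 2671 counts in C1, C2, D1 and D3. In 1000 shuffles of the gene order, the longest run was 2 genes. Splitting of reads between paralogs would act alike on libraries counted the same way, and it is argued against as the cause of the 0 counts in N2. The other 15 genes of the stretch, taken by position and not by their counts, held 488 counts in the mutant libraries and 0 in N2. All 8 adjacent genes were above 0 in the 6 input libraries of the tagged strains, which were not used to choose them. How many of the reads in the mutants belong to copies elsewhere was not tested. A candidate explanation is that the N2 stock lacks this stretch or differs from the other strains in it. The annotation cannot show it, and no genome sequence was analysed here.

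In the main setting, more mRNAs were depleted than enriched in RIP, which the paper does not discuss. The depleted counts were 1888 in *oma-1::gfp*, 2072 in *oma-1(P240L)::gfp* and 2279 in *fzy-1(D433N);oma-1(P240L)::gfp*. Under TMM factors they were 820, 1372 and 1101, so the excess depends on the scale in *oma-1::gfp* and *fzy-1(D433N);oma-1(P240L)::gfp*. In *oma-1(P240L)::gfp* depleted mRNAs still outnumbered the 1037 enriched ones. Without rescaling, a test against the fold change itself gave 251 enriched and 209 depleted in *oma-1::gfp*. It gave 131 and 535 in *oma-1(P240L)::gfp* and 271 and 230 in *fzy-1(D433N);oma-1(P240L)::gfp*. A log2 fold change threshold of 2 gave 288 and 252, 79 and 344, and 320 and 327 in this order. The excess thus also depends on the test and threshold, except in *oma-1(P240L)::gfp*, where it was kept. No untagged strain was analysed here, and no biological explanation was tested.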

How the results depend on the processing

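The alternatives below were set before the data were examined, apart from the filter on 3 libraries, the rescaled values, the undivided values, the fit without an intensity trend, the ratios of mean CPM and the k-means on genes called by DESeq2, which were chosen after seeing the data. Where no cause is named, the cause was not tested.

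In the embryos, a log2 fold change threshold of 1 gave 3168 genes higher and 4359 lower in *oma-1(zu405)* against N2. With total counts in place of TMM, 301 genes were higher and 5091 lower, and higher genes made up 5.58% of the calls in place of 34.0%. The median of all genes moved by this scaling from −0.24 to −1.51. On the log2(normalized CPM + 1) scale, the medians in *oma-1(zu405)* were then −2.85 for the downregulated genes, 1.30 for the upregulated genes and 1.00 for the 80 genes of Fig. 3E. Directions reversed for the median of the Fig. 3E genes in the double mutant against N2 (−0.39), for *skn-1* in *oma-1(zu405)* against N2 (−0.31), and in the double mutant against N2 for *meg-1* (−0.11), *oma-1* (−0.27) and *fzy-1* (−0.61). These shifts follow from the scale itself. DESeq2's size factors in edgeR gave medians of −2.05 for the downregulated genes, 2.35 for the upregulated genes and 2.13 for the Fig. 3E genes.

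In one fit of all 6 embryo libraries, 0 genes were higher and 0 lower in *oma-1(zu405)*, and 0 of the Fig. 3E genes passed both thresholds, while 1252 genes were higher and 2429 lower at an unadjusted p under 0.05. This fit takes the spread of the double mutant into every comparison by its construction. A test against the fold change itself called 1606 genes lower and 39 of the Fig. 3E genes. Requiring 10 counts in at least 3 libraries left fewer genes to test, with 1419 lower. DESeq2 called 267 genes higher and 8 lower in the double mutant against N2, 23 higher and 2 lower against *oma-1(zu405)*, and 203 higher and 6 lower in both mutants. Without a count filter, edgeR called 4.7e+02 genes (rounded) higher and 26 lower in the double mutant against N2, 69 and 10 against *oma-1(zu405)*, and 329 and 15 in both mutants. With DESeq2's p and ratios of mean CPM by total counts, 390 genes were higher and 4307 lower in *oma-1(zu405)* against N2, 266 and 8 in the double mutant against N2, 23 and 2 against *oma-1(zu405)*, and 1.4e+02 (rounded) and 6 in both mutants. The other settings gave 0 calls in the comparisons of the double mutant. In the double mutant against N2, 506 genes had an unadjusted p under 0.05 in the main setting. Over the other settings with 0 calls, this number ran from 108 with the test against the fold change itself to 1632 in the fit of all 6 libraries. The k-means group held 381 genes with k = 6.

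With each embryo library left out in turn, the medians in *oma-1(zu405)* ran from −2.06 to −1.92 for the downregulated genes, from 2.41 to 2.61 for the upregulated genes and from 2.23 to 2.34 for the Fig. 3E genes. For the double mutant they ran from −1.57 to −0.44, from 0.40 to 2.91 and from 0.34 to 1.02, and the ends of each of these ranges come from leaving out D1 or D3. Without library D1, the downregulated genes had a median of −0.44 and the upregulated genes 0.40, and without library D3 these were −1.57 and 2.91. The correlation of the 2 mutants' changes ran from 0.574 to 0.794, with the lowest value without D1. Without D1, *zif-1* and *skn-1* reversed in the double mutant against N2, and across these fits they ran from −0.81 to 0.0262 and from −1.23 to 0.28. No p-value was taken from a fit with 1 library in a group.

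No paired analysis was possible for the embryos because the numbers in their column names are not tied to the replicates of the labels. In the RIP-seq the input and RIP libraries share replicate numbers. The deviations of libraries with the same number had a correlation of 0.0781 in *oma-1::gfp*, 0.0689 in *oma-1(P240L)::gfp* and 0.261 in *fzy-1(D433N);oma-1(P240L)::gfp*, so the numbers were not taken to pair the libraries. With the replicate number as a block, 909, 621 and 1014 mRNAs were enriched in *oma-1::gfp*, *oma-1(P240L)::gfp* and *fzy-1(D433N);oma-1(P240L)::gfp*, the shared counts were 316, 760 and 311 for the pairs in the order given below, and the differences of enrichment were 203 higher and 496 lower, 0 higher and 2 lower, and 747 higher and 524 lower. The block changed no other count by over 1.5 times. With it, the difference of enrichment of *meg-2* between *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1(P240L)::gfp* passed (limma adjusted p = 0.0488, against values from 0.137 to 0.285 in its other alternatives).

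For the RIP-seq, enriched counts are given for *oma-1::gfp*, *oma-1(P240L)::gfp* and *fzy-1(D433N);oma-1(P240L)::gfp* in this order, and shared counts and differences of enrichment for *oma-1(P240L)::gfp* with *oma-1::gfp*, *fzy-1(D433N);oma-1(P240L)::gfp* with *oma-1::gfp*, and *fzy-1(D433N);oma-1(P240L)::gfp* with *oma-1(P240L)::gfp*. DESeq2 on the deposited values, rounded before the division, called 1885, 1867 and 1974 mRNAs enriched, with 800, 1391 and 755 shared. Its differences were 815 higher and 1427 lower, 535 higher and 312 lower, and 1921 higher and 901 lower. With median-of-ratios factors, 1410, 1148 and 1526 were enriched, 880, 1268 and 1020 depleted and 614, 1165 and 595 shared, and 3 mRNAs had a lower enrichment in *fzy-1(D433N);oma-1(P240L)::gfp* than in *oma-1::gfp*. With TMM factors, 1476, 1037 and 1475 were enriched, 820, 1372 and 1101 depleted and 595, 1161 and 548 shared, and that count was 3. The share of enriched mRNAs among the calls moved under TMM factors from 32.0% to 64.3%, from 22.9% to 43.0% and from 30.3% to 57.3%, and the median of all genes in *oma-1::gfp* from −0.37 to −0.003. *meg-1* in *fzy-1(D433N);oma-1(P240L)::gfp* reversed to 0.39 with DESeq2, 0.41 with median-of-ratios factors and 0.37 with TMM factors.

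Without a filter, 591 mRNAs were enriched and 974 depleted in *oma-1::gfp*, and the differences of enrichment for the first 2 pairs were 87 higher and 293 lower, and 4 higher and 25 lower. A test against the fold change itself left 251, 131 and 271 enriched, 209, 535 and 230 depleted and 61, 208 and 62 shared, with differences of 2 higher and 35 lower, 0 higher and 0 lower, and 60 higher and 5 lower. At an unadjusted p under 0.05, it gave 13 higher and 49 lower for the second pair. A log2 fold change threshold of 2 left 288, 79 and 320 enriched, 252, 344 and 327 depleted and 43, 243 and 47 shared, with differences of 25 higher and 156 lower, 0 higher and 9 lower, and 221 higher and 70 lower. Values rescaled to one total per library gave 1195 enriched in *oma-1(P240L)::gfp*, 557 shared by *oma-1(P240L)::gfp* and *oma-1::gfp* and 493 by *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1(P240L)::gfp*, 232 mRNAs with a higher enrichment in *oma-1(P240L)::gfp* than in *oma-1::gfp*, 0 higher and 0 lower in *fzy-1(D433N);oma-1(P240L)::gfp* than in *oma-1::gfp*, where 175 and 314 passed at an unadjusted p under 0.05, and an r of 0.935 for that pair. Undivided values gave 494 shared and 3 higher and 2 lower for the same pair. A pseudocount of 0.1 gave 0 higher and 0 lower for it, with 97 and 147 at an unadjusted p under 0.05, an r of 0.925, and an r of 0.618 between *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1(P240L)::gfp*. In the order of the pairs above, r was 0.230, 0.272 and 0.210 with DESeq2 on the rounded values and 0.407, 0.518 and 0.340 on undivided values, each over all mRNAs of its setting, and 0.616, 0.891 and 0.562 and 0.603, 0.854 and 0.552 over the 8905 mRNAs, so part of the fall comes from the mRNAs that these settings add. Without a filter, r was 0.899 for the second pair and 0.601 for the third over all mRNAs of the setting. Over the 8905 mRNAs these were 0.945 and 0.646.

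With each RIP-seq library left out in turn, r ran from 0.646 to 0.711 between *oma-1(P240L)::gfp* and *oma-1::gfp*, from 0.909 to 0.935 between *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1::gfp*, and from 0.586 to 0.669 between *fzy-1(D433N);oma-1(P240L)::gfp* and *oma-1(P240L)::gfp*. *meg-1* in *fzy-1(D433N);oma-1(P240L)::gfp* ran from −0.34 to 0.29, and it was above 0 without input replicate 1. Over the named genes, 57 results were recomputed in settings that keep every library. Of 342 values, 304 kept their direction and side of the adjusted p threshold, 16 were weaker, 15 stronger and 7 reversed. Among the weaker ones is *fzy-1* in *oma-1(zu405)* against N2, at 0.04 with total counts. For 54 of these results, with 1 library left out, 176 of 216 values moved by less than their error, 37 by more and 3 reversed. Of the alternatives set before the data were examined, the replicate block was not run for the embryos.

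Depth limits the downregulated genes, since 998 of 2824 had at most 3 counts in both *oma-1(zu405)* libraries. In library D1, with 3599426 counts, the limit that a count of 0 allows is 0.833 CPM, against 0.159 in A1. In the RIP-seq, the lowest relative depth of a library was 0.358 of the highest.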

Differences from the paper's values

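In *oma-1(zu405)* against N2, 2824 mRNAs were downregulated here against the paper's 4656. Of the alternatives set before the data were examined, a log2 fold change threshold of 1 (4359), total counts in place of TMM (5091) and every gene with at least 1 count (3294) came within 1.5 times of the paper's value, and the others did not. The authors' deposited table gives 4656 at a log2 ratio of 1 and 4301 at a log2 ratio of 2, and 1222 and 389 upregulated mRNAs, so the paper's pair of counts is reached in that table at a log2 ratio of 1, while the paper's text gives a threshold of 2. DESeq2 run here on all genes gave unadjusted p-values that differ from those of the authors' deposited table by at most 3.01e-08. With DESeq2's adjusted p and log2 ratios of mean CPM by total counts, an alternative chosen after seeing the values, 1222 mRNAs were upregulated and 4661 downregulated past a log2 ratio of 1, among them all 1222 and 4656 of the deposited table, and 390 and 4307 past a log2 ratio of 2. With DESeq2's own fold changes, 1514 and 2719 passed 2.

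In the double mutant against N2, 0 mRNAs were upregulated and 0 downregulated here by edgeR against the paper's 266 and 8, with 262 and 167 past the fold change at an unadjusted p under 0.05. With DESeq2 the counts were 267 and 8. The other alternatives set before the data were examined did not come within 1.5 times. The authors' deposited table gives 266 and 8 at a log2 ratio of 1 and 265 and 8 at 2. With DESeq2's adjusted p and the ratios of mean CPM, chosen after seeing the values, the counts were 266 and 8 at a log2 ratio of 2, and 267 and 8 at 1.

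In both mutants, 0 mRNAs were upregulated and 0 downregulated here against the paper's 192 and 6. With DESeq2 the counts were 203 and 6, and no other alternative set before the data were examined came within 1.5 times. The authors' deposited tables give 194 and 6 at a log2 ratio of 1. With the ratios of mean CPM, chosen after seeing the values, they were 195 and 6 at a log2 ratio of 1, and 1.4e+02 (rounded) and 6 at 2.

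The k-means group highest in *oma-1(zu405)* held 639 genes here against the paper's 318. The 2 groups are not defined alike, as the paper describes its own by similar levels in the wild type and the double mutant. In the group here, the centres were −0.91 in N2 and −0.14 in the double mutant. With k = 6 this group held 381 and with RPKM group means 449, both within 1.5 times of the paper's value, and with k = 4 it held 639. With the genes called by DESeq2, an alternative chosen after seeing the values, it held 486.

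In *oma-1(P240L)::gfp*, 617 mRNAs were enriched here against the paper's 985. The values came within 1.5 times under median-of-ratios factors (1148), TMM factors (1037) and a pseudocount of 0.1 (706), and under values rescaled to one total per library (1195), which was chosen after seeing the values. The other alternatives set before the data were examined did not close the gap. *oma-1::gfp* and *oma-1(P240L)::gfp* shared 310 enriched mRNAs here against the paper's 496. This count was 614 under median-of-ratios factors, 595 under TMM factors and 358 with a pseudocount of 0.1, all within 1.5 times, and 557 under the rescaled values chosen after seeing the values. The authors' deposited table gives 985 enriched mRNAs in *oma-1(P240L)::gfp* at a log2 ratio of 1.

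The paper states that *zif-1*, *pos-1*, *meg-1*, *meg-2* and *skn-1* are among the genes with the strongest changes. Here *zif-1* and *skn-1* had log2 fold changes of 1.92 and 0.93 in *oma-1(zu405)* against N2, below the median of 2.26 of the Fig. 3E genes. The paper states that *oma-1(P240L)::gfp* and *oma-1::gfp* bind nearly equal numbers of mRNAs. Here these were 617 and 889, and with DESeq2 on the rounded values 1867 and 1885.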

Other observations

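The tests of expression near N2 in both double mutant libraries, of N2 RNA in D3, of developmental stage and of the identity of D1, and of older N2 embryos, and the narrowed form of the first test below, were chosen only after the result was seen, and so was the rule for reading the set test.

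With the filter on counts, no gene was called in the double mutant against N2 by edgeR, with 506 at an unadjusted p under 0.05. If the double mutant had the means of *oma-1(zu405)*, data drawn with the double mutant's spread and depth would give 3395 calls on average over 20 simulations, where the libraries of *oma-1(zu405)* themselves gave 4279, but the fit of all 6 libraries, which takes in the spread of the double mutant, called 0 genes for the change of *oma-1(zu405)* itself, with 1252 higher and 2429 lower at an unadjusted p under 0.05. In simulated data, edgeR also recovered 0% of 200 genes changed by a log2 fold of 3 with that spread. Whether the spread hides a change in the double mutant stays open, as the simulation draws each gene on its own with 1 common spread. Expression near N2 in both libraries is argued against by the median of −1.62 over the downregulated genes in D1, where D3 had −0.44.

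The 2 double mutant libraries differed. Pearson's r across 12885 genes, which are not independent replicates, was 0.772 between D1 and D3. With C1 and C2, r was 0.895 and 0.884 for D1 and 0.888 and 0.891 for D3. With A1, r was 0.717 for D1 and 0.970 for D3. By this measure the libraries differed in their closeness to N2 and little in their closeness to *oma-1(zu405)*. Depth is argued against, since D3 drawn down to the total of D1 kept a median of −0.46 over the downregulated genes. With the largest, ribosomal and mitochondrial genes taken out, 204 in all, D1 stayed at −2.42 and D3 at −0.60 on total counts. Taking out the trend with exon length left a gap of 0.957 of 1.18 between the libraries. That D3 holds mostly N2 RNA is argued against by the genes on chromosome II with 0 counts in N2, whose median ratio of D3 to *oma-1(zu405)* was 0.998, and 0.442 for D1. Developmental stage stays open. Over the list of embryonic differentiation genes, D1 minus D3 was −0.98 (percentile 0.33 among 10000 random lists matched on expression) and over the germline and maternal list 0.65 (percentile 93.8). Whether D1 is a library of *oma-1(zu405)* stays open too. Over the germline and maternal list, D1 minus the *oma-1(zu405)* mean was −0.67 after the length trend was taken out (percentile 2.64), but 39.2% of the genes differed by more than 1 log2 unit between them against 3.19% between C1 and C2, so the distortion of D1 could move this list as well. These cannot be told apart with 1 library of each kind.

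The marker lists share 0 genes with Fig. 3E. In the embryos, the germline and maternal list (30 of 33 genes tested) had a median log2 difference from N2 of 2.51 in C1, 2.73 in C2, 1.32 in D1 and 0.35 in D3. The early zygotic list (25 of 29) had 0.90, 0.79, 1.54 and 0.20, the embryonic differentiation list (38) had −0.18, −0.17, −0.96 and −0.14, and the cuticle collagens (9 of 32) had 0.04, 0.20, 0.01 and 0.21. Of the adult soma and yolk list 1 gene and of the sperm list 2 genes were tested, so no median is given. With total counts, in the same order of libraries, the germline and maternal list was at 1.3, 1.49, −0.54 and 0.19. The early zygotic list was then at −0.08, −0.27, −0.22 and 0.04, so its direction changed in C1, C2 and D1. The embryonic differentiation list was at −1.48, −1.51, −2.74 and −0.31, and the cuticle collagens were at −0.72, −0.82, −1.435 and 0.04.

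Gene length is argued against as the whole cause of the downregulated genes in *oma-1(zu405)*, since 2498 of 2824 were called before and after the trend with exon length was taken out. Older embryos in the N2 samples stay open. The embryonic differentiation genes had a median of −0.14 in *oma-1(zu405)* against N2, at percentile 0.52 among random lists, and the age of the embryos cannot be told apart from the genotype.

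As a hypothesis, mRNAs bound by OMA-1 rise in *oma-1(zu405)* embryos. The mRNAs enriched in *oma-1::gfp* (778 tested) had a median log2 fold change of 0.23 in *oma-1(zu405)* against N2, where all genes had −0.30, with a camera adjusted p of 0.0207. With an estimated correlation, p was 0.623, and with fry 0.102, so the call of camera did not hold. With total counts in place of TMM, the camera adjusted p was 0.113. The mRNAs enriched in *oma-1(P240L)::gfp* (504 tested) had a median of 0.74 and a camera adjusted p of 6.29e-06, with p = 0.367 under an estimated correlation and 0.0181 under fry. The germline and maternal list had a camera adjusted p of 1.38e-09, with p = 0.0458 under an estimated correlation and 0.000515 under fry. Which of these holds may depend on the correlation between genes, which 2 libraries per genotype cannot settle.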
